# IL-33 promotes transcriptional and metabolic adaptations of tissue-resident Th2 cells

**DOI:** 10.1093/jimmun/vkag028

**Published:** 2026-04-16

**Authors:** Anna K Kania, David E Sanin, Xinyue Gu, Mia Gidley, Eryk Kokosinski, Allen Smith, Erika Pearce, Edward J Pearce

**Keywords:** IL33, Th2 cells, tissue residency

## Abstract

The polarization of naive CD4^+^ T cells into Th2 cells is initiated in lymphoid organs and completed as the cells become tissue resident, where they express ST2, the receptor for the alarmin interleukin (IL)-33, which may be a key signal for tissue integration. Cellular metabolic requirements associated with this transition remain poorly understood. To address this, we compared the response of lymphoid tissue (LT) Th2 cells from helminth parasite-infected mice to stimulation by IL-33 versus through the T cell receptor via anti-CD3/CD28. We found that IL-33, but not anti-CD3/CD28, induced the development of tissue-resident like Th2 cells expressing ST2. This was associated with IL-33 induced changes in arginine metabolism linked to mTORC1 activation and polyamine synthesis, which were required for the development of tissue-resident like Th2 cells. Furthermore, IL-33 induced transcriptional changes in genes involved in chemotaxis and cell adhesion that may be critical for tissue integration. Our findings provide insights into adaptations of Th2 cells responding to tissue-integration cues and more broadly support the view that IL-33 promotes the expression of the transcriptional program associated with tissue residency of GATA3-expressing cells in adipose and possibly other tissues.

## Introduction

Type 2 immunity is induced in response to helminth infections, where it can play a protective role, but also underpins allergic responses.^1^^,^^2^ Type 2 immunity is largely controlled by cytokines released from T helper type 2 (Th2) cells and type 2 innate lymphoid cells (ILC2), both of which express the lineage-defining transcription factor GATA3 and secrete the canonical type 2 cytokines interleukin (IL)-4, IL-5, and IL-13.^3^^,^^4^ Naive CD4^+^ T cell differentiation into Th2 cells is initiated in lymph nodes following TCR stimulation, and this commitment has been extensively modeled *in vitro* by activating naive CD4^+^ T cells using anti-CD3/anti-CD28 antibodies to engage the TCR and the costimulatory receptor, or antigen, in the presence of IL-4 and anti-IFN-γ antibody. Under these conditions, the cells that develop express *Il4*, *Il5* and *Il13*. However, they do not express the hallmark gene of tissue resident Th2 cells, *IL1rl1*, which encodes the IL-33 receptor ST2, and do not secrete Amphiregulin (AREG), an EGFR1 ligand associated with tissue remodeling. This reflects the critical role for additional signals, provided by the tissue-derived alarmins IL-33, IL-25, and TSLP, in the terminal differentiation of Th2 cells as they become tissue-resident.^4^^,^^5^ IL-33 is also implicated in the establishment of tissue resident regulatory T cells and CD8^+^ T cells and may represent a primary signal for tissue integration.^6–8^ Tissue-resident Th2 cells have been identified in the lamina propria, peritoneal cavity, and mesenteric adipose tissue (mAT) following infection with the parasitic helminth *Heligmosomoides polygyrus bakeri (Hpoly),*^9–11^ as well as in inflamed lung and skin.^12–14^ However, due to their limited numbers, relatively little is known about the metabolic adaptation of these cells and the roles that distinct alarmins play in establishing their tissue residency.

Th2 cells play a critical role in the pathology of asthma, allergic rhinitis, and atopic dermatitis.^15^ In these cases, pathogenic Th2 cells are tissue-resident memory cells characterized by their ability to produce large amounts of IL-5 and IL-13. Similar to their intestinal counterparts, tissue-resident lung Th2 cells also express ST2 and can respond to alarmins secreted upon subsequent allergen exposure.^16^^,^^17^ The persistence of these tissue-resident memory Th2 cells contributes to chronic inflammation and disease recurrence in allergic disorders, making them attractive therapeutic targets for conditions characterized by type 2 inflammation.

We found that stimulating lymphoid tissue-derived CD4^+^ T cells from *Hpoly*-infected mice with IL-33 results in the expansion of a subset of cells expressing ST2, and the acquisition by these cells of new functions, such as the increased expression of a panel of chemokines, chemokine receptors, and adhesion molecules consistent with a requirement to integrate within tissues. These changes were not induced by stimulation through the TCR. We found IL-33-stimulated LT-Th2 cells to be highly metabolically active and dependent on arginine for proliferation and differentiation, reflecting critical roles for this amino acid in independently permitting mTORC1 activation and polyamine synthesis in these cells.

## Methods

### Mice

C57BL/6J (the Jackson Laboratory: 000664), B6.SJL-*Ptprc^a^ Pepc^b^*/BoyJ (the Jackson Laboratory: 002014), and IL-4 reporter (4get)^18^ mice were used. 4get mice were backcrossed to C57BL/6J background by Dr. Irah King at McGill University and shared with us. Mice were housed within a 12 h dark/light continuous cycle and access to water and food was *ad libitum.* All mice were maintained at the Johns Hopkins University and all corresponding animal protocols were approved by the animal care committee of the Animal Care and Use Committee (ACUC) at Johns Hopkins University. Animals used for tissue harvest or experimental procedures were aged between 7 and 12 wk at the start of the experiment and were age- and sex-matched. Both female and male mice were used in the study.

### *Hpoly* infection

*H. polygyrus bakeri* (*Hpoly*) L3-stage larvae were prepared at the US Department of Agriculture (Beltsville, USA). Mice were administered with 200 L3-stage larvae in PBS via oral gavage. For primary infection, mice were sacrificed 13 to 15 d post-infection. In certain experiments, mice were provided drinking water supplemented with 2% difluoromethylornithine (DFMO, AChemBlock, Y227573) starting 1 d before *Hpoly* infection.

### Isolation of cells from the adipose tissue

For isolation of cells from mAT, mice were euthanized and perfused with 10 ml of PBS. The adipose tissue was collected, chopped, and digested for 30 min at 37 °C in fat media (DMEM, glucose [1g/l], 25 mM HEPES, 1% low fatty acid BSA, 2 mM L-glutamine, 100 U/ml P/S) supplemented with Liberase TL (Roche, 0.2 mg/ml) and DNase I (Roche, 0.25 mg/ml). After digestion, DMEM containing two mM EDTA was added and the suspension was filtered through a 70 µm strainer. Stromal vascular fraction (SVF) cells were separated from adipocytes by centrifugation and ACK lysis buffer was used to lyse red blood cells.

### T cell isolation and culture

CD4^+^ T cells were isolated from the spleen and mesenteric lymph nodes (mLN) of naive or *Hpoly*-infected mice using MojoSort™ Mouse CD4 T Cell Isolation Kit (Biolegend, 480033). The cells were counted and plated at 0.5 million cells/ml (1.2 ml in 12 well plate) in T cell media (TCM; 1,640 RPMI, 10% FBS, 2 mM L-glutamine, 100 U/ml P/S; TCM). The cells were cultured with human IL-2 (PeproTech, 200-02-1mg; 100 Units/ml) alone or together with IL-33 (R&D Systems, no. 3626-ML-010/CF, 25 ng/ml) for 5 d. In certain experiments, alternative cytokines or cytokine combinations were used: IL-4 (PeproTech, 214-14; 10 ng/ml), IL-25 (R&D Systems 1399-IL-025/CF; 25 ng/ml), TSLP (R&D Systems, 555-TS-010/CF; 25 ng/ml). For CD3/CD28 stimulation, cells were cultured in a plate coated with an anti-CD3 antibody (5 µg/ml) in TCM supplemented with anti-CD28 (BioXCell, Clone 37.51; 2 µg/ml), IL-4 (PeproTech, 214-14; 10 ng/ml), IL-2 (PeproTech, 200-02-1mg; 100 Units/ml), and anti-IFN-γ (BioXCell, clone XMG1.2; 4 µg/ml). After 3 d, the cells were harvested, split, and cultured with IL-2, IL-4, and anti-IFN-γ. Where indicated, cells were treated with the following inhibitors: 20 nM rapamycin (Calbiochem), 1.25 mM DFMO (Enzo Life Sciences), or 1 μM MYD88 inhibitor ST 2825 (MedChemExpress HY-50937).

### ELISA

Concentrations of IL-5, IL-13, and amphiregulin in media supernatants were determined via ELISA according to the manufacturer’s protocols (R&D Systems, DY405, DY413, DY989).

### Flow cytometry

For analysis of intracellular cytokine production cells were restimulated for 4–6 h at 37 °C in TCM supplemented with 0.1ug/ml Phorbol12-myristate 13- acetate (PMA) and 1 μg/ml Ionomycin in the presence of 10 µg/ml Brefeldin A. Cells were stained in FACS buffer (PBS, 1% FCS, 2 mM EDTA) with Fc block (Biolegend 101302), antibody master mix, and LIVE/DEAD Fixable Near-IR Dead Cell Stain (ThermoFisher Scientific, L34976) for 30 min at 4 °C. For transcription factor analysis, the cells were fixed and permeabilized using FOXP3/transcription factor staining kit (ThermoFisher Scientific, 00-5523-00); whereas, for cytokine staining BD Cytofix/Cytoperm was used (BD Bioscience, 554722). The following fluorochrome-conjugated antibodies were used: CD45 (clone 30-F11), CD4 (clone RM4-5), TCR-β (clone H57-597), TSLPR (clone 22H9), CD44 (clone IM7), CD62L (clone MEL-14), CD198 (CCR8; clone SA214G2), CD54(ICAM; clone YN1/1.7.4), GATA3 (clone TWAJ), FOXP3 (clone FJK-16s), IL-5 (TRFK5), IL-13 (eBio13A), pS6 (S235/236; CST, clone D57.2.2e). Additionally, biotinylated antibodies were used for the staining ST2 (IL-33R) (MDB, clone DJ8) and amphiregulin (R&D Systems, no. BAF989). Flow cytometry was performed on BD FACSymphony and analyzed using FlowJo 10.8.1.

For mitochondrial staining, cells were stained with Mitotrackers Green (50 nM; ThermoFisher Scientific, M7514) and Mitotracker DeepRed (50 nM; ThermoFisher Scientific, M22426) for 30 min at 37 °C followed by staining with an antibody master mix.

For SCENITH assay, Click-iT Plus OPP Alexa Fluor 647 Protein Synthesis Assay Kit (Invitrogen) was used. Briefly, cells were incubated for 30 min at 37 °C with oligomycin (1 µM; Sigma, 75351), 2DG (100 mM; Sigma, D8375), or both inhibitors, followed by incubation with OPP reagent for another 30 min. Cells were then fixed and permeabilized, and the Click-iT reagent was performed according to the manufacturer’s protocol.

In all experiments, flow cytometry was performed on BD FACSymphony and analyzed using FlowJo 10.8.1.

### Metabolomics

Polar metabolites and lipids were extracted using methanol and chloroform for 2-phase extraction. The samples were spun down at full speed. The top polar layer and the bottom organic layer containing lipids were collected. The polar metabolites were incubated at −80 °C overnight to remove residual protein, spun down, concentrated in speed vac, and resuspended in 50% acetonitrile for analysis. Lipids were dried and then resuspended in isopronanol: acetonitrile: water (2:1:1) mixture. Metabolites were quantified by LC-MS. Chromatographic separation for polar metabolites was performed using HILIC column using polar Solvent A (20 mM Ammonium carbonate, 5 uM Medronic acid in H_2_O) and polar solvent B: 10% polar solvent A, 90% MeCN (Acetonitrile).

### Arginine tracing and polyamine detection

13C-Arginine tracing was performed by culturing cells for five days in SILAC media supplemented with 0.2 mM L-lysine and 1.1 mM 13C-Arginine (Cambridge Isotope Lab.), 10% FCS, 2 mM L-glut, 100 U/ml P/S. The metabolites were extracted using a mix of cold methanol, acetonitrile and water (50:30:20) containing 1.5% hydrochloric acid. The samples were incubated at −80 °C overnight, spun down at full speed, and supernatants were collected and used for analysis on the mass spectrometer. Metabolites were quantiﬁed by LC-MS. Chromatographic separation of polyamines was performed using an Atlantis Premier BEH C18 AX Column, 1.7 µm (2.1 × 100 mm, 1.7 µm particles) using a solvent gradient of Solvent A (0.1% FA in water) to Solvent B (0.1% FA in acetonitrile).

### RNAseq

For RNAseq, 4get mice were infected with *Hpoly* and sacrificed two weeks later. CD44+GFP+ (IL4+) Th2 cells were FACS isolated from pooled spleen and lymph nodes at D0 and 5 d after in vitro culture with IL-2, IL-2, and IL-33, or CD3/CD28 under Th2 polarizing conditions. The cells were sorted directly into RLT buffer and snap frozen. RNA extraction, library preparation using SMART-Seq^®^ v4, and Illumina sequencing were performed at Admera Health.

Sequenced libraries were processed with deepTools(Ramírez et al. 2016) v_2.0, using STAR(Kaminow et al. 2021) v_2.7.10, for trimming and mapping, and feature Counts(Liao et al. 2014) v_2.0.3 to quantify mapped reads. Raw mapped reads were processed in R (Lucent Technologies)(R Core Team 2013) with DESeq2(Love et al. 2014) v_1.36 to generate normalized read counts to visualize as heatmaps using Morpheus (Broad Institute) and determine differentially expressed genes with greater than 1.5-fold change and lower than 0.05 adjusted P-value. Gene ontology analysis was performed using DAVID Functional Annotation Bioinformatics Microarray Analysis (Jiao et al. 2012) (v_2016 and v_2021). Gene set enrichment analysis (GSEA)^19^ was performed using a pre-ranked gene list generated by multiplying the sign of the fold change (negative or positive) by the −log_10_ of the adjusted *p* value. All sequencing data have been deposited in NCBI Gene Expression Omnibus (GEO) under the following accession number: GSE312875.

### scRNA seq data

The scRNAseq data set was processed as in the original publication.^9^ In brief, samples were demultiplexed and aligned using Cell Ranger 2.2 (10× genomics). Read count matrices were processed, analyzed and visualized in R using Seurat v.3 (93) and Uniform Manifold Approximation and Projection (UMAP) (McInnes, L, Healy, J, UMAP: Uniform Manifold Approximation and Projection for Dimension Reduction, ArXiv e-prints 1802.03426, 2018) as a dimensionality reduction approach.

## Results

### IL-33 stimulates LT-Th2 cells to express markers of tissue-resident Th2 cells

We infected wild-type mice with *Hpoly*, allowing the infection-driven initial step of Th2 cell differentiation to occur within lymphoid organs in vivo.^5^ At 2 wk post-infection, we isolated CD4^+^ T cells from secondary lymphoid tissues (spleen and mesenteric LN [mLN]) and cultured them *in vitro* with IL-2 (as a survival factor) alone, or with IL-33 or anti-CD3/anti-CD28 antibodies to provide alarmin-driven versus TCR-driven activation signals. We included IL-4 and anti-IFN-γ antibody in the anti-CD3/CD28 cultures to provide known Th2 cell promoting signals (Fig. S1A; hereafter referred to as anti-CD3/CD28). We detected IL-33 receptor ST2-positive GATA3^+^ cells after IL-33 stimulation (Fig. 1A), that were present at very low frequency immediately ex-vivo (Fig. S1B), and after anti-CD3/CD28 stimulation (Fig. 1A). IL-33 stimulated cells upregulated ST2, which was also expressed by bona fide tissue-resident Th2 cells isolated from the mAT of *Hpoly* infected mice (Fig. 1A). Adding IL-33 to the anti-CD3/CD28-stimulated cultures led to a slight increase in GATA3^+^ST2^+^ cells, but the frequencies and numbers of these cells were significantly lower than in the cultures stimulated only with IL-33 (Fig. S1C), suggesting that one of the components of the anti-CD3/CD28 cultures might suppress ST2 expression or signaling through ST2. While IL4 and anti-IFN-γ are also present in the anti-CD3/CD28 cultures, they had a much smaller effect on ST2 expression than anti-CD3/CD28 either alone or together with IL-4 and anti-IFN-γ (Fig. S1D). Likewise, stimulating splenocytes from infected (but not naïve) mice with *Hpoly* antigen (HES) resulted in marked expansion of the GATA3^+^ population, but these cells were ST2^NEG^ (Fig. S1E, data not shown), supporting the conclusion that TCR stimulation expands cells that are GATA3^+^ but not expressing ST2.

**Figure 1:**
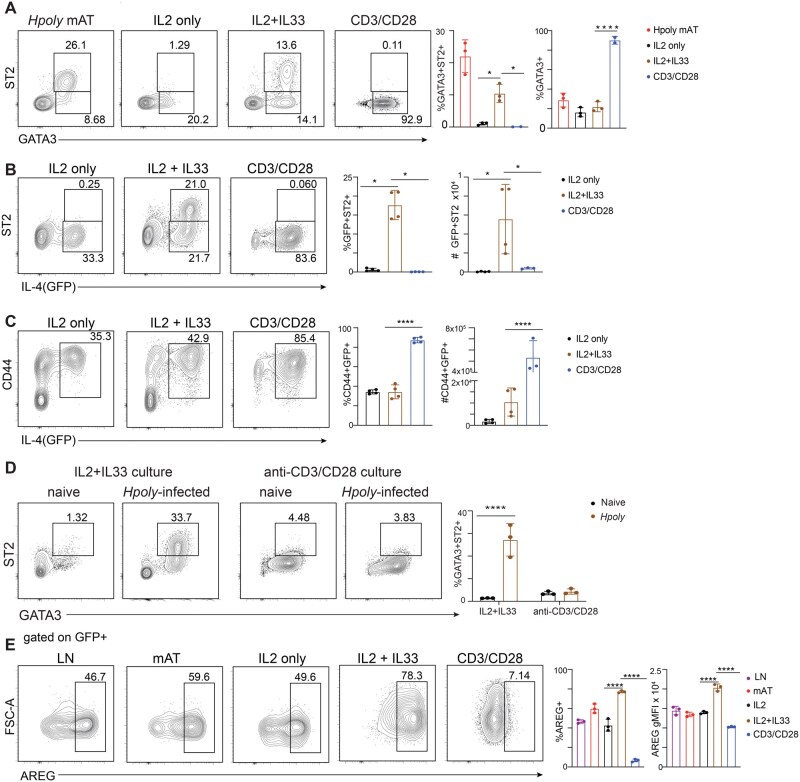
Generation of tissue-resident-like Th2 cells in vitro. (A) Representative flow plots and quantification of ST2^+^GATA3 ^+^ in live CD45^+^TCRβ^+^CD4^+^FOXP3^−^ T cells from mesenteric adipose tissue of *Hpoly*-infected mice or after 5 d of in vitro culture of CD4 T cells isolated from *Hpoly*-infected mice. Flow plots and quantification of ST2^+^IL-4^+^(GFP) (B) or CD44^+^IL-4^+^(GFP^+^) (C) cells cultured as above. (D) CD4 T cells from naive or *Hpoly*-infected mice were cultured as in (A) and IL-33R^+^GATA3^+^ Th2 cells were quantified. (E) Representative flow plots and quantification of AREG+ cells within the IL-4^+^(GFP^+^) population after 5 h restimulation with PMA/Iono in the presence of Brefeldin. The data (A–E) are representative of at least two independent experiments. Symbols in the quantified data represent independent biological replicates. Data were analyzed by 1-way ANOVA with Tukey post hoc test (A–C, E) or 2-way ANOVA with Sidak post hoc test (D). * *P *≤ 0.05, ** *P *≤ 0.01, *** *P *≤ 0.001, *** *P *≤ 0.0001.

We next assessed the effects of IL-33 versus anti-CD3/CD28 on CD4^+^ T cells from *Hpoly* infected 4get mice, in which *Il4* expression is reported by GFP production^18^ (again using the protocol in Fig. S1A). This approach allowed us to focus on CD4^+^ T cells in which *Il4* had been expressed as a proxy for Th2 cell identity. Approximately 15% of the CD4^+^ T cells in spleen and mLN from *Hpoly*-infected mice expressed GFP (and therefore were IL-4^+^), representing the lymphoid tissue Th2 cells (LT-Th2 cells). However, very few of these cells expressed ST2 (Fig. S1F). After 5 d of culture, we found that ST2 expression was apparent only when cells were stimulated with IL-33, and that only GFP^+^ cells expressed ST2 under these conditions (Fig. 1B). This was notable because anti-CD3/CD28 was nevertheless a potent stimulus for the expansion of GATA3^+^ (Fig. 1A) and GFP^+^ populations (Fig. 1C).

The ability of IL-33 to induce the development of GATA3^+^ST2^+^ cells was dependent on CD4^+^ T cells having been primed *in vivo*, since very few GATA3^+^ST2^+^ cells emerged when CD4^+^ T cells from naive mice were stimulated with IL-33 (Fig. 1D). Moreover, CD4^+^ T cells from naive as well as infected mice upregulated GATA3 following stimulation with anti-CD3/CD28 under Th2 conditions, but neither population expressed ST2 (Fig. 1D). These data indicate that there is a critical *in vivo* event in responsive secondary lymphoid organs that allows the development of GATA3^+^CD4^+^ T cells that are ready to respond to IL-33. However, this event is not recapitulated *in vitro* by stimulating naive T cells with anti-CD3/CD28 under Th2 conditions. To gain a better understanding of the kinetics of the IL-33 driven response, we followed the development of GATA3^+^ST2^+^ cells over time. Again, CD4^+^ T cells from naive mice failed to upregulate ST2 in response to IL-33 (Fig. S2A). On the other hand, the frequencies and numbers of GATA3^+^ST2^+^ cells progressively increased over time when CD4^+^ T cells from the secondary lymphoid organs of *Hpoly* infected mice were stimulated with IL-33 (Fig. S2A). We explored this further by assessing the relationship between cell division and ST2 expression. Specifically, we isolated CD4^+^ T cells from *Hpoly*-infected 4get mice and stained them with Cell Trace Violet (CTV), which allows cell proliferation to be measured as dilution of the CTV fluorescence signal. In this experiment, a significant percentage of GFP^+^(IL4^+^) LT-Th2 cells already expressed ST2 by day 1 of culture, but neither ST2^NEG^ nor ST2^+^ positive cells had diluted CTV at this point (Fig. S2B). However, both populations divided each day until day 5 (Fig. S2B), by which time ST2 expression had significantly increased and the percentage of ST2 cells in the culture had progressively risen to ∼60% (Fig. S2B).

To assess the functionality of IL-33-stimulated Th2 cells_,_ we stimulated cells with PMA/Iono and measured AREG using intracellular flow cytometry. AREG is a major product of tissue-resident Th2 cells.^9^^,^^20^^,^^21^ Consistent with this, ∼60% of PMA/Iono-stimulated IL4^+^(GFP^+^) Th2 cells recovered from the mAT of *Hpoly* infected 4get mice produced AREG (Fig. 1E). We found that after 5 days in culture, ∼50% of IL4^+^(GFP^+^) cells expressed AREG in response to IL-2, whereas ∼80% expressed this cytokine when the cells were additionally stimulated with IL-33 (Fig. 1E). Moreover, the MFI of staining of AREG was significantly increased after stimulation with IL-33 (Fig. 1E). Cells stimulated with anti-CD3/CD28 did not make AREG under these conditions (Fig. 1E). It was noticeable in these assays that both IL-33 and anti-CD3/CD28 stimulated increases in forward-scatter/cell size (Fig. 1E), indicative of increased anabolic metabolism.

Combinatorial exposure to IL-33, IL-25 and TSLP has been shown to be critical for the terminal differentiation of Th2 cells.^4^^,^^5^ To assess whether the observed effects of IL-33 are shared by TSLP and IL-25, we stimulated CD4^+^ T cells from secondary lymphoid organs of *Hpoly* infected mice with IL-2 alone or with IL-33, TSLP, or IL-25, or combinations of these alarmins, and assessed GATA3 and ST2 expression as well as AREG secretion. We found that the percentages of cells expressing GATA3 and ST2 were increased by IL-25, although not to the same extent as with IL-33, and this did not result in increased numbers of GATA3^+^ST2^+^ cells (Fig. S2C). TSLP did not promote the development of GATA3^+^ST2^+^ cells, and neither IL-25 nor TSLP alone synergized with IL-33 to promote the development of GATA3^+^ST2^+^ cells (Fig. S2C). Nevertheless, the combination of all three cytokines promoted the expansion of the GATA3^+^ST2^+^ population compared to IL-33 alone (Fig. S2C). Furthermore, while only IL-33 alone stimulated the production of AREG, the combination of all three alarmins did result in an increase in AREG production (Fig. S2D). The data from this analysis also highlight that CD4+ T cells from *Hpoly*-infected mice stimulated with IL2 alone are incapable of secreting AREG (Fig. S2D), consistent with the fact that IL-2 alone cannot induce high expression of ST2 (Fig. 1A, B). This contrasts with the fact that IL-2 stimulated LT Th2 cells from *Hpoly*-infected mice do have the capacity to make some AREG when stimulated in an IL-33/ST2-independent manner with PMA/Ionomycin (shown in Fig. 1E).

To more directly assess the necessity of IL-33 signaling in the generation of the GATA3^+^ST2^+^ cells in the IL-33 cultures, we took advantage of the fact that MYD88 is activated downstream of IL-33 but not IL2 (also present in the cultures). Treatment with a MYD88 inhibitor significantly impaired the development of GATA3^+^ST2^+^ CD4^+^ T cells(Fig. S2E), suggesting that IL-33 induced signaling through ST2 is indeed critical for this process.

We hypothesized that the increase in the frequency of GATA3^+^ST2^+^ cells following stimulation with IL-33 was the result of an expansion of the small population of weakly ST2-expressing Th2 cells residing in the secondary lymphoid organs of infected mice (Fig. S1F). To directly address this, we CTV-stained CD4+ T cells from *Hpoly* infected 4get mice and FACS-isolated the small population of IL-4^+^(GFP^+^)ST2^+^ as well as the IL-4^+^(GFP^+^)ST2^NEG^ CD4^+^ T cell populations, and cultured each with IL2 and IL33 for 5 d (Fig. S3A). The ST2^+^ cells proliferated during this time, resulting in a population that was ∼60% strongly ST2^+^ but also a population of cells that was ST2^NEG^ that had proliferated more extensively. Surprisingly, a significant percentage (∼50%) of the cells that were ST2^NEG^ at the beginning of the culture also upregulated ST2 and proliferated, although in both cases to a lesser extent than the cells that were ST2^+^ at the beginning of the culture (Fig.S3A). This indicates that, contrary to our initial hypothesis, both ST2^+^ and ST2^NEG^ IL-4*-*expressing LT Th2 cells are able to respond to IL-2 plus IL-33 by upregulating ST2.

### The IL-33-induced development of tissue-resident-like Th2 cells is mTORC1 dependent

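Gene counts of 12 SMART-Seq v4 libraries were analysed, n = 3 in each of 4 groups, from CD44+GFP+ cells of 4get mice at 2 weeks of *Hpoly* infection. LT Th2 libraries hold cells taken on day 0. The cultured groups were kept for 5 d with 100 U/ml IL-2, with 100 U/ml IL-2 and 25 ng/ml IL-33, or with 5 µg/ml anti-CD3, 2 µg/ml anti-CD28, 10 ng/ml IL-4, 100 U/ml IL-2 and 4 µg/ml anti-IFN-γ. The labels of the libraries give Th2-polarizing medium for every group, whereas the methods of the paper give IL-4 and anti-IFN-γ with anti-CD3/CD28 alone. The doses stated here follow the methods. Library totals ranged from 10402492 to 13111262 counts for LT Th2 (median 10440162), from 7368924 to 8744702 with IL-2 (median 8469241), from 9576850 to 12829067 with IL-33 (median 12689434) and from 9561410 to 13722016 with anti-CD3/CD28 (median 13613989). Of 54532 genes in the count table, 28526 had a count in at least 1 library, and a library detected 19162 to 21270 genes. Genes with too few counts for a test were removed by filterByExpr, which left 15094. All 12 libraries were fitted together with the edgeR quasi-likelihood test on TMM-scaled counts (scaling factors 0.924 to 1.09), and adjusted p-values are Benjamini-Hochberg values over the 15094 genes. A gene is called at an adjusted p under 0.05 and a fold change over 1.5 either way, the thresholds of the paper's methods. Levels are counts scaled to library size (CPM) with SD over n = 3. Log2 fold changes carry a standard error (SE) computed as their size over the square root of the quasi-likelihood F statistic. Positions are those of GRCm38. Log2 CPM of libraries of 1 group correlated across genes with Pearson coefficients of 0.977 to 0.990, though genes are not independent replicates. Reads carry no molecular tags, so the intervals given with ratios of low counts cover counting error only. In counts simulated at this size and spread, 200 genes with a log2 CPM of at least 3 were changed. Of these, 13.5% were called at a change of 1.5-fold, which is the threshold itself, and 90.5% at 2-fold. Far more genes were called in the data, which makes the adjusted p less strict there, so these shares do not carry over. A comparison of 3 libraries with 3 by exact permutation cannot go below p 0.10, so single genes rest on the spread shared across genes.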

To explore the metabolic effects of IL-33, we performed RNA-seq on CD44^+^IL4^+^ (GFP^+^) cells immediately after isolation from *Hpoly*-infected mice and after five days in culture with IL-2 alone or together with IL-33, or anti-CD3/CD28 (Fig. S1A). Principal component analysis revealed extensive, distinct changes in gene expression in response to IL-33 versus anti-CD3/CD28 (Fig. 2A), and hierarchical clustering of differentially expressed genes confirmed that IL-33-stimulated cells exhibited a unique transcriptional signature (Fig. 2B). Nevertheless, the transcriptional signatures of cells stimulated with IL-33 plus IL-2 were more closely similar to cells stimulated with IL-2 alone than they were to cells stimulated with anti-CD3/CD28 or LT Th2 cells.

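On log2 CPM of the 500 most variable genes, the leading component held 48.4% of the variance and placed the groups in the order LT Th2 (mean score −47.5 ± 0.682), IL-2 (−17.5 ± 2.20), IL-33 (12.3 ± 0.772) and anti-CD3/CD28 (52.7 ± 1.54), n = 3 each. The next component held 36.1% and set LT Th2 (−32.7 ± 2.06) and anti-CD3/CD28 (−30.4 ± 3.32) apart from IL-2 (24.7 ± 3.38) and IL-33 (38.4 ± 0.861). Average-linkage clustering of the 12 libraries joined the replicates of each group at heights of at most 23.6, IL-2 with IL-33 at 59.2, LT Th2 with that pair at 85.5 and anti-CD3/CD28 last at 93.7. Against IL-2 alone, IL-33 gave 1983 genes higher and 1741 lower. Against anti-CD3/CD28, IL-33 gave 3389 genes higher and 3421 lower. Anti-CD3/CD28 against IL-2 alone gave 3221 genes higher and 2949 lower. Of all tested genes, 54.1%, 67.1% and 60.4% had every library of one group above every library of the other in these comparisons, where chance alone gives 10%. Under scaling by total counts the median log2 fold change of all genes moved by −0.13 in IL-33 against IL-2 and by −0.21 in IL-33 against LT Th2, from 0.036 and 0.045 under TMM. A test against a fold change of 1.5 with glmTreat changed the number called in IL-33 against IL-2 most, from 3724 to 1981.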

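The genes named next are the 3 highest and the 3 lowest of each comparison among called genes with an average log2 CPM of at least 3 and no overlap between the groups. With IL-33 against IL-2 alone, *Dscaml1* (chromosome 9, 45426628 to 45753712, log2 fold change 6.74, SE 0.39, adjusted p 6.8e-08), *C3* (chromosome 17, 57203970 to 57228136, 6.30, 0.62, 2.2e-06) and *Ermn* (chromosome 2, 58045113 to 58052864, 6.25, 0.40, 4.2e-08) rose most. *C3* had 2 counts over the IL-2 libraries, so its fitted fold change depends on the prior count (ratio of CPM 89.6, interval 24.5 to 744). Without IL-2 replicate 1, *Dscaml1* was at 7.67, *C3* at 9.32 and *Ermn* at 7.54, so their order depends on this library. *Ccr9* (chromosome 9, 123678439 to 123784330, log2 fold change −4.98, SE 0.46, adjusted p 1.3e-06), *Plxdc2* (chromosome 2, 16356304 to 16755839, −4.78, 0.20, 2.3e-09) and *Gm2682* (chromosome 15, 60120540 to 60187408, −4.76, 0.45, 1.6e-06) fell most, with *Ccr9* at −6.11 and *Gm2682* at −5.84 without IL-33 replicate 1. Of the 50-base words of *Ccr9* transcripts, 20.1% also occur in other genes. Against anti-CD3/CD28, *Il1rl1* (chromosome 1, 40429570 to 40465415, log2 fold change 12.64, SE 0.34, adjusted p 2.1e-12), *Tph1* (chromosome 7, 46644641 to 46672537, 12.27, 0.92, 4.4e-08) and *1700061F12Rik* (chromosome 2, 9189515 to 9197477) were the most increased by fitted fold change, which for a gene without counts in a group is set by the prior count. Without anti-CD3/CD28 replicate 1, *Il1rl1* was at 14.45 and *Tph1* at 11.61, and without replicate 2 *Tph1* was at 15.27. With anti-CD3/CD28, *Tph1* had 3 counts (ratio of CPM 5721, interval 1957 to 27743) and *1700061F12Rik* none, which puts the latter at least 460.0-fold higher with IL-33, computed against a floor of 3 counts over the group. *Adamtsl3* (chromosome 7, 82335694 to 82614450, log2 fold change −9.45, SE 0.30, adjusted p 1.4e-11), *Atp6v0d2* (chromosome 4, 19876841 to 19922605, −8.49, 0.71, 1.5e-07) and *Vldlr* (chromosome 19, 27216484 to 27254231, −7.77, 0.36, 2.1e-09) were the most decreased, with 3 counts of *Atp6v0d2* over the IL-33 libraries (ratio of CPM 388, interval 132 to 1883). *Atp6v0d2* was at −9.28 without IL-33 replicate 3 and *Vldlr* at −8.77 without IL-33 replicate 2.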

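Euclidean distances between libraries on log2 CPM averaged 59.2 ± 4.51 between IL-33 and IL-2, 85.3 ± 2.65 between IL-33 and anti-CD3/CD28 and 95.0 ± 1.85 between IL-33 and LT Th2 (mean ± SD over the 9 pairs of libraries). Within groups, mean distances ran from 19.1 to 22.5. IL-2 lay 75.9 ± 2.31 from LT Th2 and 93.2 ± 2.77 from anti-CD3/CD28, and LT Th2 lay 102.7 ± 1.17 from anti-CD3/CD28. Taken for each IL-33 library, the distance to IL-2 was 0.694 ± 0.00949 of the distance to anti-CD3/CD28 and 0.623 ± 0.00854 of the distance to LT Th2 (n = 3). The distances from IL-33 to the other 3 groups differed from each other by more than the SD over pairs. No p-value is given, because pairs that share a library are not independent. Distances of 1 minus the Pearson correlation moved these ratios most, to 0.498 and 0.385.

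**Figure D1:**
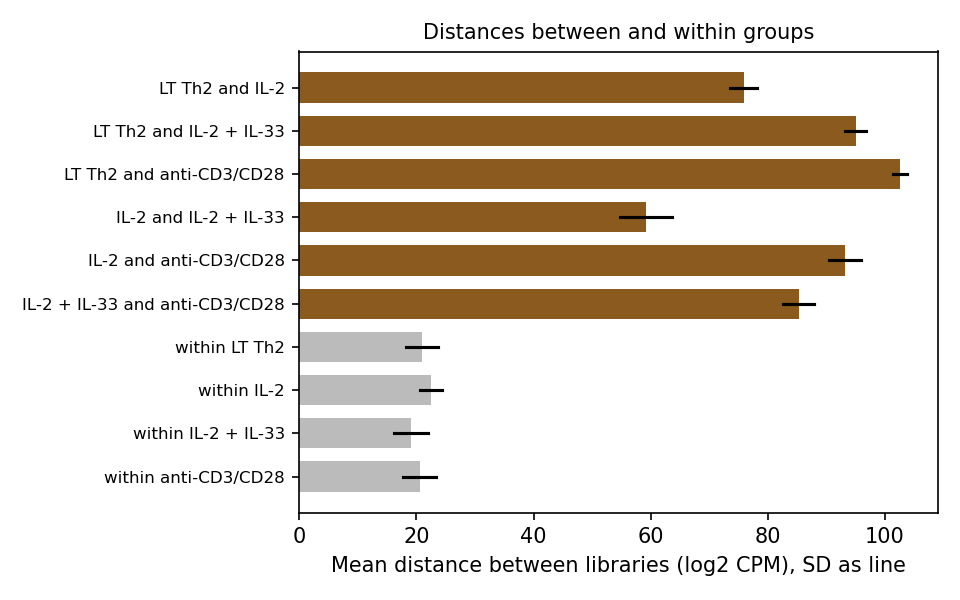
Mean Euclidean distance between libraries of 2 groups (brown) and within each group (grey), on log2 CPM of the 500 most variable genes. The horizontal axis is the distance in log2 CPM units, and lines are SD over pairs of libraries. The shortest of the distances between groups is that from IL-2 to IL-2 plus IL-33, which is still longer than each distance within a group.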

**Figure 2:**
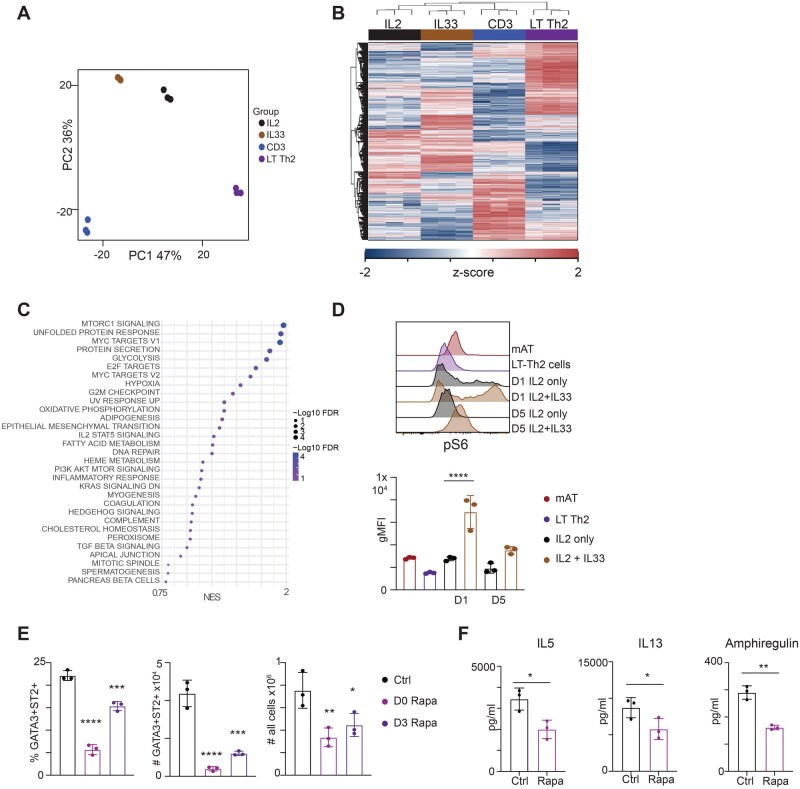
Th2 cells require mTORC for optimal differentiation. RNAseq was performed on CD44^+^IL-4^+^(GFP^+^) Th2 cells isolated from spleens and lymph nodes of *Hpoly*-infected mice or after five-day culture under indicated conditions. (A) Principal component analysis of RNAseq data. (B) Heatmap of hierarchical clustering of differentially expressed genes. (C) Top Hallmark pathways from GSEA for IL-33 v IL2 comparison. (D) Flow plots and quantification of pS6 expression in CD44^+^IL-4(GFP^+^) Th2 cells. (E) CD4 T cells were isolated from *Hpoly*-infected mice and cultured with IL-2 and IL-33 in the presence of rapamycin. Frequencies and numbers of GATA3^+^ST2^+^ Th2 cells were quantified. (F) Levels of indicated cytokines after overnight culture in fresh media containing rapamycin. The data (D, E, F) are representative of at least 2 independent experiments. Symbols in the quantified data represent independent biological replicates. Data were analyzed by 1-way ANOVA with Tukey’s post hoc test (D, E) or paired *t* test (F). * *P *≤ 0.05, ** *P *≤ 0.01, *** *P *≤ 0.001.

To gain further insight into pathways regulated by IL-33, we performed Gene Set Enrichment Analysis (GSEA) using HALLMARK gene sets. This revealed a highly significant enrichment of genes associated with mTORC1 signaling in IL-33-stimulated cells (Fig. 2C, S4A). 

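The Hallmark sets were not used here. Instead, 8 gene lists written by hand and 816 mouse Reactome sets with 10 to 500 tested genes were compared with all other genes by camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists and over the sets separately. In IL-33 against IL-2 alone, the Reactome set of mTORC1-mediated signalling (11 genes, median log2 fold change 0.16, 7 of 11 positive) had an adjusted p of 0.222, and mTOR signalling (25 genes, median 0.14, 14 of 25 positive) of 0.774. The rotation test fry, which asks whether a set shifts in one direction without comparing it to other genes, gave 8.0e-04 and 0.00897, both higher with IL-33, whereas ranking genes as in the paper with fgsea gave 0.205 and 0.757. Over all alternatives the 2 sets ranged from 8.0e-04 to 0.860 and from 0.00897 to 0.867. Neither of the 2 sets is the Hallmark set that the paper tested, so they do not decide its result. Lists of genes under the control of ATF4, the unfolded protein response and sterol synthesis were read beside them. The unfolded protein response had 18 of 28 genes called higher and 26 positive (median 0.76, adjusted p 3.7e-11), from *Ern1* (1.81, adjusted p 1.2e-05) to *Dnajc3* (−0.20, 0.140). Sterol synthesis had 7 of 23 called higher and 19 positive (median 0.41, 0.00128), from *Insig1* (1.19, 5.5e-07) to *Sc5d* (−0.16, 0.174). The ATF4 and amino acid list had 9 of 31 called higher, 11 adjusted over the list alone, and 27 positive (median 0.46, 0.00202). Its members ran from *Vldlr*, with 1 count over the IL-2 libraries (ratio of CPM 10.00, interval 1.50 to 425), to *Sesn2* (−0.58, adjusted p 0.00164). All 30 genes of a proliferation list were positive and 5 called (median 0.39, 0.00111). With the correlation estimated for each list, the unfolded protein response (0.0190) and sterol synthesis (0.0268) were past 0.05, while ATF4 (0.302) and proliferation (0.476) were not. By fry all 4 were past it. Under total counts each of the 4 medians stayed positive. Against anti-CD3/CD28, the unfolded protein response was higher with IL-33 (median 1.28, 1.1e-19) and sterol synthesis lower (−0.86, 3.1e-07). For the ATF4 list (0.604) the median was 0.37 and the mean −0.11, so they differ in sign, and the proliferation list was not past the threshold (−0.48, 0.0879). Of the Reactome sets, 75 were higher and 11 lower in IL-33 against IL-2. Each of these 86 held under fry and none held with estimated correlations. Leaving out IL-2 replicate 1 or IL-33 replicate 1 changed their number to 37 and 57.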

Consistent with this, IL-33 stimulated cells showed positive staining for S6 phosphorylation (phospho-S6), a downstream consequence of mTORC1 activation (Fig. 2D). Furthermore, phospho-S6 staining in cells stimulated with IL-33 for 5 d resembled the level of ex vivo phospho-S6 staining in IL-4^+^(GFP^+^) mAT tissue-resident Th2 cells from *Hpoly*-infected 4get mice (Fig. 2D). To further probe the role of mTORC1 in IL-33-driven differentiation of tissue-resident-like Th2 cells, we stimulated CD4^+^ T cells from *Hpoly*-infected mice with IL-33 plus IL-2 in the presence or absence of 20 nM Rapamycin, which at this concentration selectively inhibits mTORC1 while sparing mTORC2. Rapamycin was added either at the initiation of culture, or at day 3, and cells were analyzed at day 5. Inhibiting mTORC1 significantly impaired the emergence of GATA3^+^ST2^+^ cells (Fig. 2E). A similar effect was observed when anti-CD3/CD28-stimulated cells were treated with rapamycin, where a significant reduction in GATA3^+^ cells was observed (Fig. S4B). These results are in line with the known role of mTORC1 in promoting cell cycle entry and proliferation.^22^^,^^23^ Rapamycin also inhibited cytokine production by Th2 cells that had been stimulated in vitro with IL-2 plus IL-33 (Fig. 2F) or anti-CD3/CD28 (Fig. S4C) for 5 d and then cultured overnight in fresh media in the presence of absence of the drug. Taken together, the data supports previous findings on the critical role of mTORC1 for cell proliferation and Th2 cell differentiation and function.^23^

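Of 22 glycolysis genes, 14 were called higher with IL-33 than with IL-2 alone (14 adjusted over the list alone) and 21 were positive, with a median log2 fold change of 1.05 (camera, adjusted p 3.9e-16, 0.0339 with an estimated correlation). They ran from *Slc16a3* (chromosome 11, 120948480 to 120960868, log2 fold change 2.22, SE 0.10, adjusted p 3.3e-09) to *Eno3* (chromosome 11, 70657202 to 70662513, −0.31, 0.18, 0.211). The Reactome set of glycolysis (28 genes, median 0.57) had an adjusted p of 1.7e-04. Among 87 nuclear genes of the respiratory chain, 69 were positive, 4 were called higher and 1 lower, with a median of 0.24 (adjusted p 0.0173). This call does not hold under fry (0.123) or with an estimated correlation (0.871), and without IL-2 replicate 2 the adjusted p was 0.0679, while fgsea gave 3.9e-04. Under total counts the median was 0.11, and 59 genes were positive. *Cycs* (chromosome 6, 50562563 to 50566538, log2 fold change 0.94, SE 0.14, adjusted p 8.3e-05) was its highest member, with 26.1% of its 50-base words found in other genes, and *Ndufa3* (chromosome 7, 3617373 to 3620327, −0.73, 0.14, 0.00108) its lowest. The 12 mitochondrially encoded genes had a median of −0.11 (adjusted p 0.544), and 81 ribosomal protein genes, read as a control, of −0.042 (0.522). Without IL-2 replicate 3 the direction of both tests reversed. Reactome sets of respiratory electron transport (74 genes, median 0.24) and of the citric acid cycle with electron transport (128 genes, 0.19) had adjusted p-values of 0.151 and 0.0601 by camera and of 0.00966 and 0.00585 by fgsea. Anti-CD3/CD28 raised glycolysis genes over IL-2 alone too (median 1.72, 7.3e-22). Glycolysis was lower with IL-33 than with anti-CD3/CD28 by camera (−0.73, 5.2e-05). Nuclear genes of the respiratory chain were higher (0.31, 0.0244, without anti-CD3/CD28 replicate 2, 0.0526). With an estimated correlation, neither difference between IL-33 and anti-CD3/CD28 was past 0.05 (glycolysis 0.397, respiratory chain 0.826). Both were past it by fry (9.4e-05 and 0.0405) and by fgsea (3.5e-04 and 2.6e-04).

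**Figure D2:**
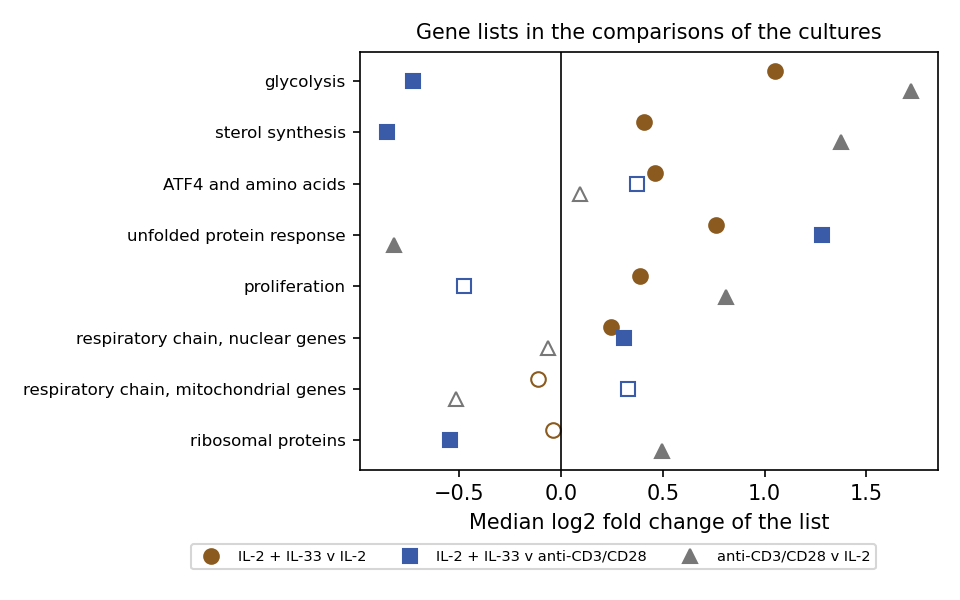
Median log2 fold change (horizontal axis) of 8 gene lists in IL-2 plus IL-33 against IL-2 (brown circles), IL-2 plus IL-33 against anti-CD3/CD28 (blue squares) and anti-CD3/CD28 against IL-2 (grey triangles). Filled symbols are past an adjusted p of 0.05 by camera. Glycolysis genes are higher in both stimulated cultures than with IL-2 alone, and the unfolded protein response is higher with IL-33 than in either other culture.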

Along with the mTORC1 pathway, GSEA analysis also revealed significant IL-33-driven upregulation of genes associated with oxidative phosphorylation and glycolysis (Fig. 2C, S4A), findings that are consistent with the reported metabolic changes induced by IL-33 in human IL-C2s.^24^ To directly assess metabolic activity, we used SCENITH^25^ on CD4^+^ T cells from *Hpoly*-infected mice after stimulation for 5 d with IL-2 alone or with IL-33 or anti-CD3/CD28 (as in Fig. S1A). With SCENITH, protein translation, measured using puromycin incorporation, is used as a proxy for ATP synthesis and measured after treatment with oligomycin (to inhibit ATP production by mitochondria), or 2-deoxyglucose (2DG) (to inhibit glycolysis). We found that regardless of stimulation, GATA3^+^ cells had high glucose dependence but low mitochondrial dependence, suggesting that they are highly glycolytic (Fig. S4D). Furthermore, all cells showed comparable capacity to perform glycolysis and to oxidize fatty acids (FAO) or amino acids (AAO). To directly assess mitochondria, we measured mitochondrial mass and inner membrane potential after five days of culture. Since Mitotracker Green, which measures mass, is not compatible with cell fixation and permeabilization required for intracellular GATA-3 staining, and ST2 is not expressed by anti-CD3/CD28 stimulated cells, we gated on TSLPR^+^ cells to identify Th2 cells, as its expression correlates with GATA3 (Fig. S4E, S4F). We found that the frequency of cells with high mitochondrial mass was increased in TSLPR^+^ Th2 cells after IL-33 and anti-CD3/CD28 stimulation and that mitochondria with the greatest mass had the highest membrane potential (measured by Mitotracker DeepRed) (Fig. S4G). Indeed, the mitochondrial membrane potential of metabolically active IL-33-stimulated cells was slightly higher than in the anti-CD3/CD28 stimulated cells (Fig. S4G). These results support the view, as might be expected, that IL-33 and anti-CD3/CD28 share the ability to drive increased cellular metabolism to support the acquisition of type 2 immune effector functions by CD4^+^ T cells.

### Arginine is necessary for Th2 cell differentiation

In addition to their role in protein synthesis, certain amino acids play additional important roles in other pathways critical for T cell activation.^26^ Given our findings regarding mTORC1 activation in IL-33 stimulated cells, we explored the metabolism of arginine, isoleucine, and glutamine in Th2 cell development, since these amino acids are important regulators of mTORC1 activity.^27^^,^^28^ We performed LC/MS metabolomics analysis on naive CD4^+^ T cells as well as IL-2 plus IL-33-stimulated and anti-CD3/CD28-stimulated CD44^+^ Th2 cells (Fig. S5A). We found that arginine was consistently enriched in both activated cell groups compared to naive cells (Fig. 3A). There were no significant differences in the abundance of iso(leucine), or of the arginine precursor proline, but glutamine was significantly lower in IL-33-stimulated cells (Fig. 3A). Although not statistically significant, arginine abundance was also slightly higher in IL-33-stimulated cells compared to cells stimulated with IL2-only (Fig. S5B). Based on these results, we reasoned that IL-33 may drive increased arginine uptake to support mTORC1 activation. 

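Transcripts of 6 cationic and neutral amino acid transporters that carry arginine, *Slc7a1*, *Slc7a2*, *Slc7a3*, *Slc7a6*, *Slc7a7* and *Slc7a8*, were compared between IL-33 plus IL-2 and IL-2 alone. Of these, 5 had enough counts for the edgeR quasi-likelihood test. Each had a positive log2 fold change, also under both other scalings (lowest 0.10 under total counts, against a median of all genes of −0.10), and 2 were called, likewise 2 adjusted over the list alone. The called genes were *Slc7a3* (chromosome X, 101079210 to 101086020, log2 fold change 1.96, SE 0.50, adjusted p 0.00632) and *Slc7a7* (chromosome 14, 54369442 to 54417780, 1.47, 0.46, 0.0213). *Slc7a7* was not called without IL-2 replicate 1 (1.03, adjusted p 0.0876), without IL-2 replicate 2 (1.51, 0.0514) or without IL-33 replicate 3 (1.42, 0.0597), and without IL-2 replicate 3 it was at 2.07. Changes of *Slc7a1* (chromosome 5, 148327410 to 148399904, log2 fold change 0.33, SE 0.15, adjusted p 0.117), *Slc7a6* (chromosome 8, 106168857 to 106198706, 0.23, 0.11, 0.125) and *Slc7a8* (chromosome 14, 54722209 to 54781946, 0.29, 0.25, 0.402) were not past the threshold of the test. *Slc7a2* (chromosome 8, 40862396 to 40922308) was not tested, with 8 counts over the IL-33 libraries and 1 over the IL-2 libraries (ratio of CPM 6.15, interval 0.825 to 273). Against anti-CD3/CD28, *Slc7a8* (5.48, 0.34, 5.9e-09) and *Slc7a7* (1.59, 0.44, 0.00590) were called higher. *Slc7a1* (0.50, adjusted p 0.0114) lay under the fold threshold and was called without anti-CD3/CD28 replicate 1 (0.63), and *Slc7a3* (−0.26, adjusted p 0.587) changed sign without that library (0.23).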

Consistent with this, we found that the expression of genes encoding arginine transporters^29^^,^^30^ was upregulated in IL-33 stimulated cells (Fig. 3B). Of these, *Slc7a1* and *Slc7a8* were the most strongly expressed after IL-33 stimulation (Fig. 3B). 

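After 5 d with IL-33, mean levels over n = 3 libraries were 136 ± 15.5 CPM for *Slc7a8*, 60.2 ± 5.91 for *Slc7a6*, 44.4 ± 0.653 for *Slc7a1*, 2.39 ± 0.611 for *Slc7a3*, 2.13 ± 0.161 for *Slc7a7* and 0.245 ± 0.0873 for *Slc7a2*. Every IL-33 library held more *Slc7a6* than *Slc7a1*. With IL-2 alone, *Slc7a8* stood at 111 ± 11.1 CPM and *Slc7a1* at 35.4 ± 3.41. LT Th2 cells had 35.6 ± 2.76 CPM of *Slc7a8*, so that transcript rose in culture with IL-2 (log2 fold change 1.64, SE 0.26, adjusted p 1.8e-04), and anti-CD3/CD28 left 3.08 ± 2.10 CPM.

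**Figure D3:**
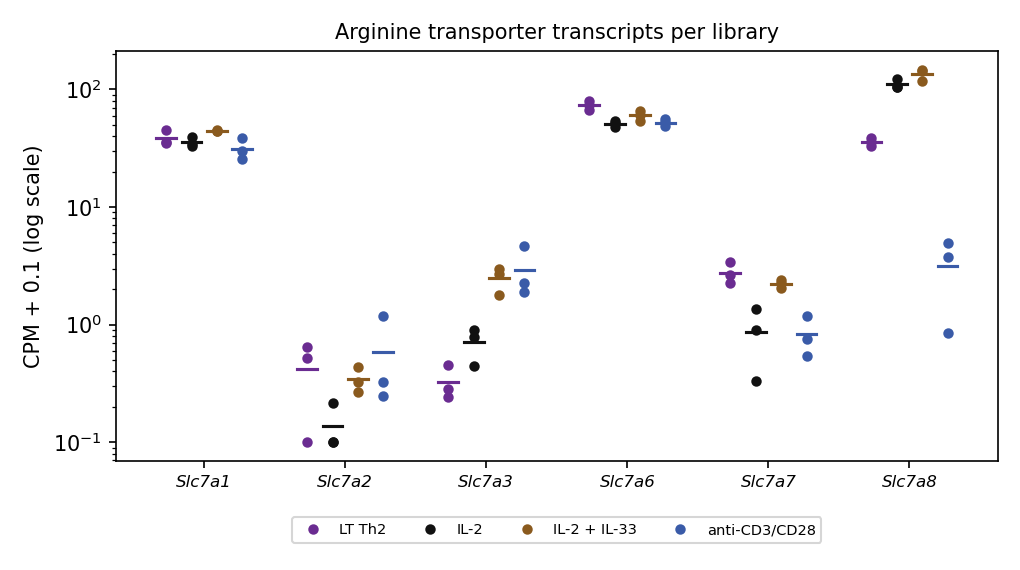
CPM plus 0.1 (vertical axis, log scale) of 6 transporter genes in each library of LT Th2 cells (purple), IL-2 (black), IL-2 plus IL-33 (brown) and anti-CD3/CD28 (blue), with group means as bars. *Slc7a1* and *Slc7a6* lie far above *Slc7a2*, *Slc7a3* and *Slc7a7* in each group. So does *Slc7a8* except with anti-CD3/CD28, where it is low.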

To directly assess the role of arginine in terminal Th2 cell differentiation, we cultured CD4^+^ T cells from *Hpoly*-infected mice with IL-2 plus IL-33 in media lacking arginine, proline or glutamine. Arginine restriction, but not restriction of either proline or glutamine, inhibited IL-33-driven GATA3^+^ST2^+^ Th2 cell differentiation (Fig. 3C), and cellular proliferation, as measured by the dilution of CTV (Fig. 3D). Despite the fact that proline has the potential to be used to generate arginine, depleting both amino acids did not have a synergistic effect (Fig. 3D). Glutamine depletion had no measurable effect on IL-33-driven proliferation or terminal differentiation (Fig. 3C, D). In keeping with its effect on the IL-33-driven emergence of GATA3^+^ST2^+^ Th2 cells, arginine restriction additionally blunted the ability of IL-33 to promote AREG production (Fig. 3E). Finally, we assessed whether arginine restriction impaired mTORC1 activation. We found that withdrawal of arginine significantly reduced phospho-S6 in CD4^+^ T cells stimulated with IL-33 but had a lesser (not statistically significant) effect on phospho-S6 in anti-CD3/CD28 stimulated cells (Fig. 3G), supporting the view that arginine uptake is particularly important for mTORC1 activation related to terminal Th2 cell differentiation.

**Figure 3:**
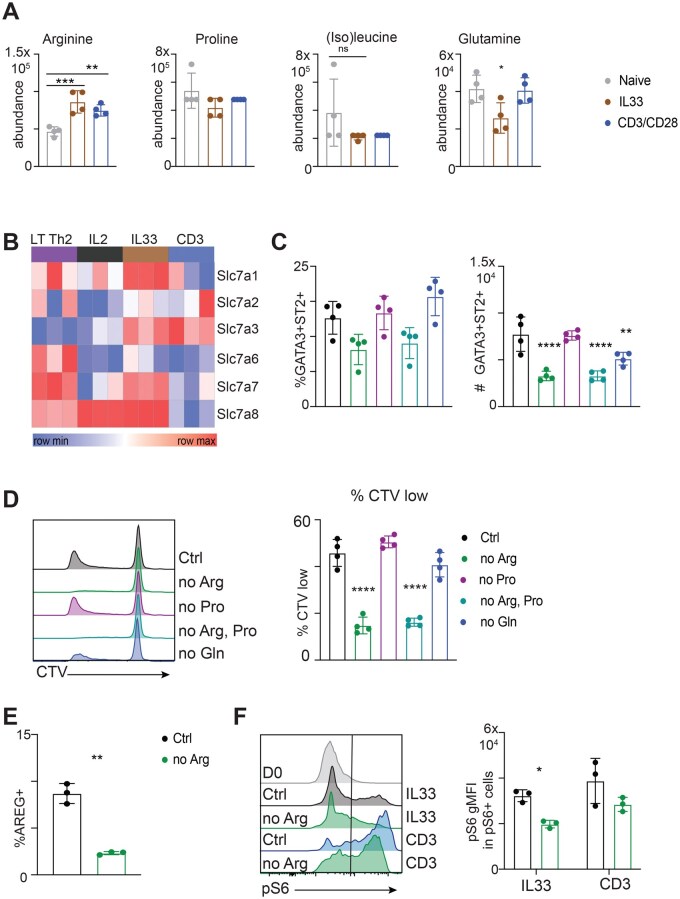
Arginine is required for Th2 cell differentiation. (A) CD4^+^ T cells were isolated from *Hpoly*-infected mice and cultured with IL-33 or anti-CD3/CD28 for 5 d as in Fig. S1A. The intracellular abundance of indicated amino acids in naive and CD4^+^CD44^+^ activated cells was determined via LC/MS. (B) Heatmap depicting the expression of arginine transporters genes related in RNAseq data from Fig. 2. (C) CD4^+^ T cells were isolated from *Hpoly*-infected mice and cultured with IL2 and IL-33 for 5 d in amino acid drop-out media. Frequencies and numbers of GATA3^+^ST2^+^ Th2 cells were quantified. (D) Representative histograms and quantification of CTV dilution of CD4 T cells cultured as in D. (E) After 5 d of culture with IL2 and IL-33 in control or arginine-depleted media, cells were restimulated with PMA/Iono and amphiregulin was quantified. (F) Representative histograms and quantification of ps6 levels in pS6-positive cells at day 1 of culture. The data (C–F) are representative of at least 2 independent experiments. Data were analyzed by 1-way ANOVA with Tukey’s post hoc test (C, D), paired *t* test (E), or 2-way ANOVA with Sidak post hoc test (F). * *P *≤ 0.05, ** *P *≤ 0.01, *** *P *≤ 0.001.

### Arginine-fueled polyamine synthesis supports tissue-resident-likeTh2 cell differentiation

In addition to playing a role in mTORC1 activation, arginine is a substrate for polyamine synthesis. Polyamines are small cationic metabolites involved in cell replication, transcription, translation, and post-translational protein modifications^31^^,^^32^ and were recently shown to play a critical role in maintaining the epigenome to enforce Th cell subset fidelity.^33^^,^^34^ We found that IL-33 induced the expression of genes encoding enzymes in polyamine metabolic pathways, including *Odc1* (Ornithine Decarboxylase), which converts ornithine to putrescine, *Dhps* (Deoxyhypusine Synthase), which facilitates eIF5A hypusination, and to a lesser extent *Arg1* (encodes Arginase 1), which converts arginine to ornithine (Fig. 4A, B). 

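With IL-33 against IL-2 alone, all 6 genes examined had positive log2 fold changes under TMM and under both other scalings, 4 had an adjusted p under 0.05 and 2 were called, *Odc1* and *Srm* (2 adjusted over the list alone). *Odc1* (chromosome 12, 17544794 to 17551505, log2 fold change 0.70, SE 0.25, adjusted p 0.0393) rose from 166 ± 38.6 to 270.3 ± 31.1 CPM (n = 3). Of its 50-base words, 24.3% occur in other genes (439 of 911 in the pseudogene *Gm7993*). Its call depends on single libraries, since the adjusted p passed 0.05 without IL-2 replicate 1 (0.79, 0.0538), IL-2 replicate 2 (0.81, 0.0508), IL-2 replicate 3 (0.52, 0.158), IL-33 replicate 1 (0.67, 0.0984) or IL-33 replicate 3 (0.64, 0.110), and under total counts (0.57, 0.0919). *Srm* (chromosome 4, 148591503 to 148594993, log2 fold change 0.72, SE 0.20, adjusted p 0.0110) fell under the fold threshold under total counts (0.58). *Sms* (chromosome X, 157443855 to 157492287, 0.41, 0.11, 0.00780, 17.5% of words shared, mostly with *Sms-ps*) and *Dhps* (chromosome 8, 85071757 to 85075162, 0.35, 0.11, 0.0265) changed by less than 1.5-fold. *Dohh* (chromosome 10, 81384428 to 81388352, 0.31, 0.17, 0.168, 45.3% of words shared) and *Arg1* (chromosome 10, 24915221 to 24927484, 0.93, 0.57, 0.226) were not past the threshold of the test, with *Arg1* at 3.29 ± 2.19 CPM and *Dhps* at 53.0 ± 1.32 with IL-33. *Arg1* was called with no filter on low counts (0.95, 0.0486), over alternatives that ranged up to 0.299 among the scalings. Against anti-CD3/CD28, 4 of the 6 were called higher, and *Arg1* (−0.27) changed sign without IL-33 replicate 3 (0.15) or anti-CD3/CD28 replicate 3 (0.54). The Reactome set of polyamine metabolism (14 genes, median 0.25) had an adjusted p of 0.288 by camera, 0.386 by fgsea and 0.00208 by fry.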

To assess whether these genes are also expressed in tissue-resident Th2 cells *in vivo*, we analyzed T cells within a scRNAseq data set of cells in the mAT of *Hpoly*-infected mice (Fig. S4C).^9^ We found that *Odc1*, *Srm*, *Dhps* and *Dohh* were also expressed within the *Gata3*^+^, *Il1rl1*^+^ clusters of *Cd3e*^+^ T cells and *Klrg1*^+^  *Cd3e*^NEG^ ILCs in this data set (Figs. 4C, S5C). To examine the role of polyamine metabolism in IL-33 induced tissue resident-like Th2 cell differentiation, we cultured CD4^+^ T cells from *Hpoly* infected mice with IL-2 plus IL-33 or anti-CD3/CD28 in media containing ^13^C-arginine for the duration of the culture, and used LC/MS to assess the contribution of ^13^C to cellular arginine, putrescine, spermidine and spermine. We found that all intracellular arginine was ^13^C-labeled, and further detected significant labeling of three downstream polyamine metabolites (Fig. 4D), indicating that IL-33 stimulated cells do take up and metabolize environmental arginine for polyamine synthesis. Similar results were observed for anti-CD3/CD28 stimulated cells (Fig. 4D). Next, we assessed whether inhibiting ODC would mimic arginine-restriction. Indeed, DFMO, an irreversible inhibitor of ODC, significantly impaired IL-33-driven tissue-resident-like GATA3^+^ST2^+^ CD4^+^ cell development (Fig. 4E). Importantly, this effect was significantly ameliorated by supplementation of putrescine (Fig. 4E), which is the downstream product of the ODC-catalyzed reaction in the polyamine metabolism pathway (Fig. 4A). DFMO treatment also impaired the expansion of GATA3^+^ cells by anti-CD3/CD28 (Fig. S5D). Of note, putrescine could not rescue impaired Th2 cell differentiation resulting from arginine restriction (Fig.4F, S5E). We speculate that this is due to the fact that putrescine cannot replace arginine-driven mTORC1 activation.

**Figure 4:**
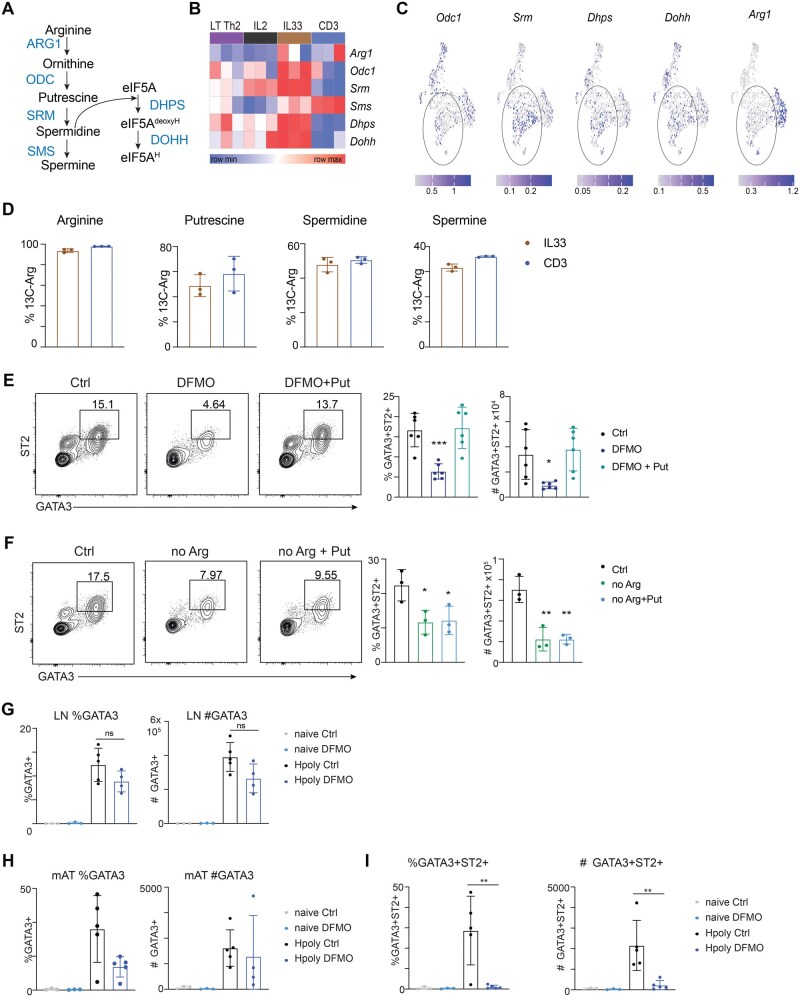
Th2 cells utilize arginine for polyamine synthesis. (A) Schematic of the polyamine synthesis and hypusination pathways. (B) Heatmap representing the expression of genes in the polyamine pathways in RNAseq data from Fig. 2. (C) Expression of selected genes from (B) in scRNAseq data set of T cells isolated from mAT of *Hpoly*-infected mice. (D) CD4^+^ T cells from *Hpoly-*infected mice were cultured with IL-2 and IL-33 or anti-CD3/CD28 in media containing 13C-Arg. Fractional contribution of labeled arginine to the indicated metabolites. CD4^+^ T cells from *Hpoly*-infected mice were cultured with IL-2^+^IL-33 for 5 d in the presence of DFMO (E) or in arginine-depleted media (F). Mice were administered 2% DFMO in drinking water starting one day before *Hpoly* infection. Ten days after infection, the mice were scarified, and GATA3^+^ and GATA3^+^ST2^+^ Th2 cells were quantified in the mLN (G) and mAT (H, I). The data (D–F) are representative of at least 2 independent experiments, while the experiment in (G–I) were only performed once. Symbols in the quantified data represent independent biological replicates. Data were analyzed by 1-way ANOVA with Tukey’s post hoc test (E, F) and 2-way ANOVA with Sidak post hoc test (G–I). * *P *≤ 0.05, ** *P *≤ 0.01, *** *P *≤ 0.001.

To validate our observations *in vivo*, we provided mice with water supplemented with DFMO over the course of *Hpoly* infection. We found no significant difference in the frequencies or number of GATA3^+^ Th2 cells in mLN, suggesting that the early steps of Th2 cell differentiation were unaffected (Fig. 4G). However, in mAT, we observed a decrease, albeit non-statistically significant, in bulk GATA3^+^ Th2 cells and a significant and marked reduction in GATA3^+^ST2^+^ Th2 cells of DFMO-treated mice, demonstrating a role for this pathway in the establishment of tissue-resident Th2 cells (Fig. 4H, I). Taken together, our data indicate that arginine supports IL-33-driven Th2 cell terminal differentiation through two distinct processes, permitting mTORC1 activation and fueling polyamine metabolism.

### IL-33 promotes the expression of genes that encode proteins critical for cell movement and positioning within tissues

To identify IL-33-target genes in Th2 cells, we generated a list of 465 genes that were upregulated in LT-Th2 cells following stimulation for 5 d with IL-33 plus IL-2 versus IL-2 alone or with anti-CD3/CD28 (Fig. 5A; Table S1). 

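At an adjusted p under 0.05 and a fold change over 1.5, 1983 genes were higher with IL-33 than with IL-2 alone, 3389 were higher than with anti-CD3/CD28, and 1009 were higher against both. Another 974 were higher against IL-2 alone only and 2380 against anti-CD3/CD28 only, and 366 were higher against IL-2 and lower against anti-CD3/CD28. If the comparisons were independent, 445 genes would be shared. They share the IL-33 libraries, though, and counts simulated without any change gave 0 shared genes by edgeR (27 at unadjusted p under 0.05) and 0 by DESeq2. Of the 1009 genes, 818 were also called higher with IL-33 than in LT Th2 cells and 40 lower. The number lower against both cultures was 840. Testing against a fold change of 1.5 with glmTreat gave 499, the largest change as a ratio. A fold threshold of 2 gave 522, no fold threshold 1645, total counts 747 and DESeq2 933. Ranked by the smaller of the fold changes, with an average log2 CPM of at least 3 and no overlap between groups, the leading 10 were *Dscaml1*, *Me1* (chromosome 9, 86581371 to 86695953), *Clgn* (chromosome 8, 83389867 to 83428552), *Gprasp2* (chromosome X, 135839034 to 135844730), *Nupr1* (chromosome 7, 126623249 to 126630861), *Adgrg1* (chromosome 8, 94974751 to 95014217), *Areg* (chromosome 5, 91139599 to 91148432), *Trp73* (chromosome 4, 154056253 to 154140208), *Pdgfrb* (chromosome 18, 61045150 to 61085061) and *Gnai1* (chromosome 5, 18265135 to 18360355). Their log2 fold changes ran from 4.04 to 6.74 against IL-2 alone and from 4.09 to 10.79 against anti-CD3/CD28. *Me1* was at 42.0 ± 3.93 CPM with IL-33, against 1.37 ± 0.923 with IL-2 and 1.34 ± 0.273 with anti-CD3/CD28 (n = 3), and 28.3% of its 50-base words occur in other genes. *Adgrg1* was at 36.5 ± 5.51, 1.89 ± 1.53 and 1.88 ± 1.09 CPM. Without IL-2 replicate 1, *Dscaml1* was at 7.67 (6.74) and *Pdgfrb* at 5.57 (4.04) against IL-2, and without anti-CD3/CD28 replicate 1 *Gnai1* was at 4.79 (4.09) against anti-CD3/CD28.

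**Figure D4:**
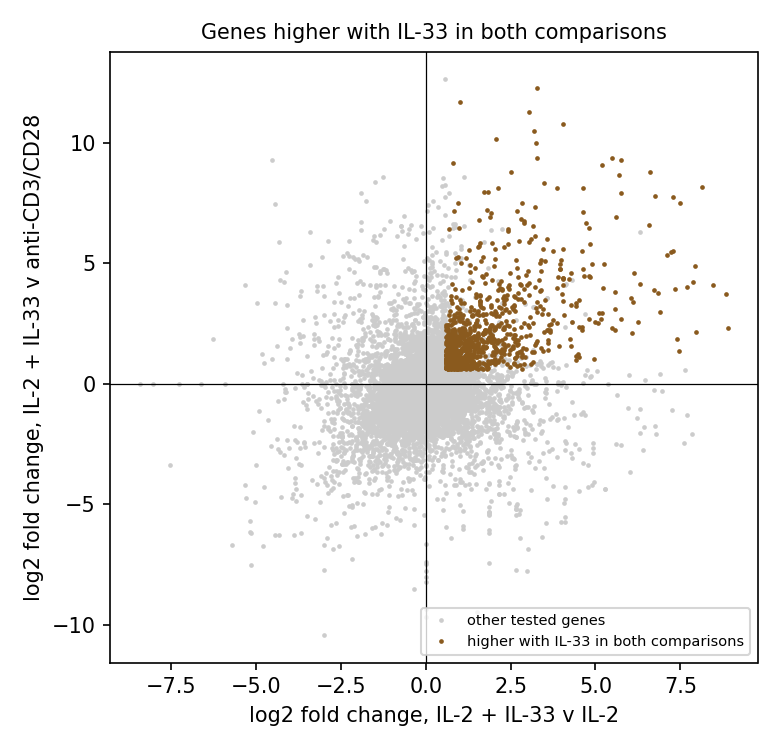
Log2 fold changes of all tested genes, IL-2 plus IL-33 against IL-2 (horizontal axis) and against anti-CD3/CD28 (vertical axis). Genes called higher with IL-33 in both comparisons are brown, all others grey. The brown genes fill the upper right quadrant beyond the fold threshold.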

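The ontology terms of DAVID were not used here, and a pair of gene families taken by symbol was counted among the genes higher with IL-33 against both other cultures, with all 15094 tested genes as background. Of 33 tested chemokine and chemokine receptor genes, 10 were on that list, 30.3% against 6.68% of all genes (odds ratio 6.12, 95% interval 2.59 to 13.4, Fisher's exact test, two-sided, p 3.8e-05, adjusted over both families 7.6e-05). They were *Ccl17*, *Ccl22*, *Ccl24*, *Ccr1*, *Ccr3*, *Ccr8*, *Cx3cr1*, *Cxcl2*, *Cxcl3* and *Cxcr5*. Of the 33, 11 were called lower with IL-33 than with IL-2 alone. Of 47 integrin, collagen and other adhesion genes, 11 were on it (23.4%, odds ratio 4.30, 1.97 to 8.67, exact p 2.1e-04), namely *Col16a1*, *Col18a1*, *Col2a1*, *Col6a2*, *Icam1*, *Icam2*, *Icam5*, *Itgax*, *Itgb5*, *Nid2* and *Pecam1*. A fold threshold of 2 moved these most, to odds ratios of 12.3 (p 1.0e-07) and 7.67 (p 3.7e-06). Leaving out single libraries gave 4.73 to 6.64 and 3.58 to 4.46. Fisher's test takes genes as independent, which members of a family need not be. Against IL-2 alone, camera on the Reactome sets of chemokine receptors with their ligands (28 genes, 0.683) and of integrin interactions (42 genes, 0.403) was not past an adjusted p of 0.05.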

Gene Ontology analysis of this set of genes revealed significant associations with pathways such as inflammatory response and immune response (Fig. 5B) but also chemotaxis, cell adhesion, and positive regulation of cell migration (Fig. 5B), consistent with a role for IL-33 in promoting tissue-integration. 

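Of 22 genes of migration, adhesion and residency examined singly, 21 had enough counts for a test. *Itgam* did not, and 66.3% of its 50-base words occur in other genes. Against IL-2 alone, 16 were called higher with IL-33 and none lower (16 and 0 adjusted over the list alone), and 19 had a positive log2 fold change under each scaling. Against anti-CD3/CD28, 19 were called higher and 2 lower. The list was picked by the paper on these libraries, so the adjustment over the list alone is not independent evidence. With the largest counts among the chemokines of this list, *Ccl22* (chromosome 8, 94745590 to 94751699) went from 1.43 ± 0.759 CPM with IL-2 to 54.3 ± 11.8 with IL-33 (n = 3, log2 fold change 5.23, SE 0.53, adjusted p 2.8e-06). *Ccr8* (chromosome 9, 120092114 to 120094906, log2 fold change 2.92, SE 0.24, adjusted p 3.5e-07) reached 333 ± 18.8 CPM, *Ccr1* (chromosome 9, 123962124 to 123968692, 3.21, 0.28, 6.4e-07) 263 ± 28.3 and *Icam1* (chromosome 9, 21015985 to 21028817, 1.07, 0.10, 2.0e-06, 13.1% of words shared with other genes) 218 ± 7.32. *Ccl17* (chromosome 8, 94810453 to 94812036) stood at 2.22 ± 0.941 CPM and had 3 counts over the IL-2 libraries (ratio of CPM 18.5, interval 6.07 to 91.6). Against anti-CD3/CD28 its log2 fold change was 2.86, and without anti-CD3/CD28 replicate 1 it was 4.45. *Ccr3* (chromosome 9, 124021972 to 124031689, log2 fold change 1.69, SE 0.52, adjusted p 0.0192) was at 4.12 ± 0.192 CPM and lost its call without IL-2 replicate 2 (1.26, 0.0715), IL-2 replicate 3 (1.28, 0.0843) or IL-33 replicate 2 (1.66, 0.0503), and without IL-2 replicate 1 it was 3.45. *Cx3cr1* and *Cxcl2* also had 3 counts each over the IL-2 libraries (ratio of CPM 6.67, interval 2.04 to 34.4 and ratio of CPM 11.3, interval 3.62 to 56.8). *Itgb5* (chromosome 16, 33829665 to 33949338), *Col16a1* (chromosome 4, 130047840 to 130099283), *Col18a1* (chromosome 10, 77052178 to 77166548), *Enpp2* (chromosome 15, 54838901 to 54952892), *Nid2* (chromosome 14, 19751265 to 19811787) and *Cmtm7* (chromosome 9, 114756836 to 114781856) were called higher against both cultures, with log2 fold changes against IL-2 of 4.43, 3.41, 3.65, 3.20, 1.35 and 1.48. Without IL-2 replicate 1, *Col16a1* was at 4.95 and *Col18a1* at 4.66, and without IL-2 replicate 3 *Col16a1* was at 2.80. From the association of the IL-33 target genes with chemotaxis, adhesion and migration (Fig. 5B), the paper proposes a role for IL-33 in tissue integration.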

Genes contributing to this association are shown in a heatmap in Fig. 5C. Furthermore, we found that *Ccl17, Ccr1, Ccr8,* and *Icam1* were also expressed in mAT-resident Th2 cells from *Hpoly* infected mice (Fig. 5D).^9^ To validate these findings, we assessed the protein levels of CCR8 in mAT Th2 cells as well as IL-33 stimulated tissue resident-like Th2 cells generated *in vitro* using our protocol. CCR8 is a chemokine receptor for CCL1 and CCL8, which promote cell migration to inflammatory sites, and was previously shown to be critical for Th2 cells in allergen-inflamed skin.^35–37^ Consistent with the transcriptional data, IL-33-stimulated cells expressed higher levels of CCR8, albeit not to the same extent as Th2 cells found in the mAT (Fig. 5E).

**Figure 5:**
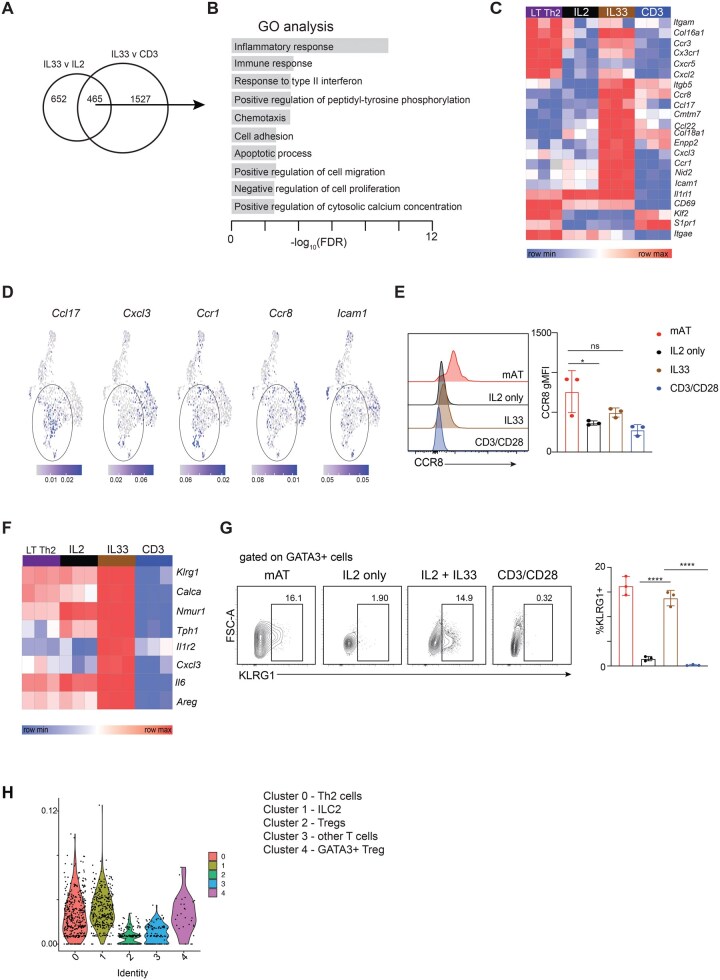
IL-33 induces expression of tissue-residency genes. (A) Venn diagram depicting the overlap of DEG between the two indicated comparisons. (B) Top Gene Ontology pathways enriched in the common 465 DEG from (A). (C) Heatmap showing the expression of selected genes in the chemotaxis and cell adhesion pathways from (B). (D) Expression of selected genes from (C) in scRNAseq data set of T cells isolated from mAT of *Hpoly*-infected mice. (E) Representative histograms and quantification of CCR8 expression. (F) Heatmap showing the expression of known ILC2-related genes. (G) Representative histograms and quantification of KLRG1 expression. (H) Gene signature score of the top 200 IL33-upregulated genes from Fig. 5A in the scRNAseq data of cells isolated from mAT of *Hpoly*-infected mice. The data (E, G) are representative of at least 2 independent experiments. Symbols in the quantified data represent independent biological replicates. Data were analyzed by 1-way ANOVA with Tukey’s post hoc test (E, G). * *P *≤ 0.05, ** *P *≤ 0.01, *** *P *≤ 0.001.

We also examined the expression of genes associated with tissue-residency, such as *Cd69, Klf2, S1pr1,* and *Itgae* (encoding CD103). 

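In IL-33 against IL-2 alone, none of *Cd69*, *Klf2*, *S1pr1* and *Itgae* was called higher by the edgeR quasi-likelihood test, although *Cd69* had an adjusted p under 0.05. *Cd69* (chromosome 6, 129267325 to 129275436, log2 fold change 0.41, SE 0.10, adjusted p 0.00612) was at 334 ± 13.2 CPM with IL-33 and 251 ± 26.8 with IL-2 (n = 3), higher in each IL-33 library than in each IL-2 library but by less than 1.5-fold. *Klf2* (chromosome 8, 72319033 to 72321656, log2 fold change −0.036, SE 0.51, adjusted p 0.966) was at 4.15 ± 0.901 and 4.19 ± 2.66 CPM, and its sign reversed without IL-2 replicate 1 (0.64) or IL-33 replicate 3 (0.15). *S1pr1* (chromosome 3, 115710433 to 115715072, log2 fold change 0.31, SE 0.20, adjusted p 0.246) was at 89.7 ± 9.08 and 72.2 ± 25.9 CPM, and without IL-2 replicate 3 it was called (0.65, adjusted p 0.00755). *Itgae* (chromosome 11, 73090583 to 73147446, log2 fold change −0.54, SE 0.18, adjusted p 0.0334) was lower, at 11.0 ± 2.72 against 15.9 ± 2.32 CPM, and passed the fold threshold under total counts (−0.67) and without IL-2 replicate 2 (−0.61) or IL-33 replicate 1 (−0.71). LT Th2 cells had more of all 4, at 718 ± 40.8, 149 ± 36.2, 240.3 ± 32.7 and 26.5 ± 1.89 CPM. Against anti-CD3/CD28, IL-33 left more *Cd69* (log2 fold change 3.22, adjusted p 3.6e-11) and *Itgae* (1.13, 1.7e-04) and less *Klf2* (−3.86, 2.1e-06) and *S1pr1* (−2.30, 2.5e-07).

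**Figure D5:**
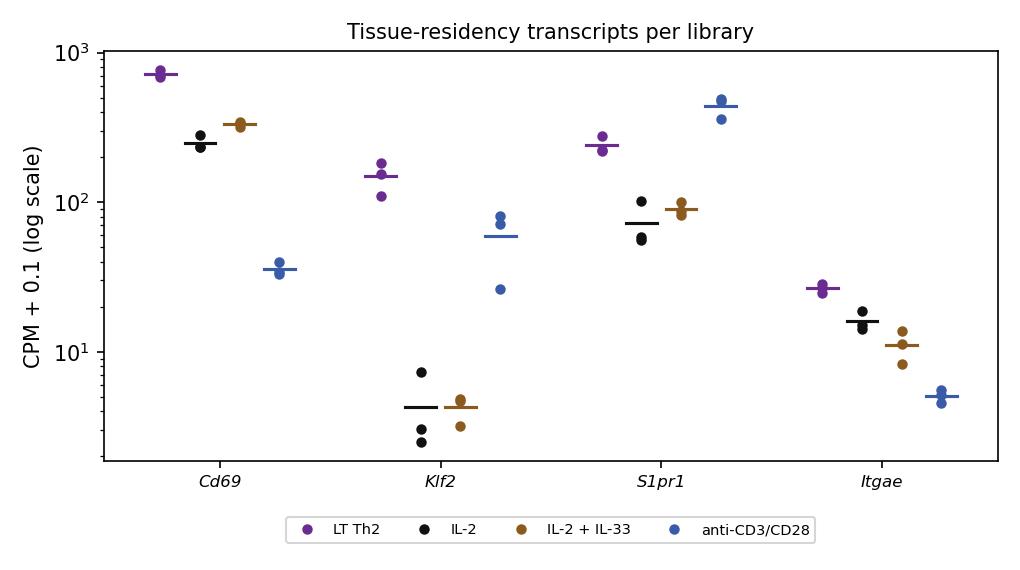
CPM plus 0.1 (vertical axis, log scale) of *Cd69*, *Klf2*, *S1pr1* and *Itgae* in each library of LT Th2 cells (purple), IL-2 (black), IL-2 plus IL-33 (brown) and anti-CD3/CD28 (blue), with group means as bars. The IL-2 and IL-33 cultures lie close to each other in all 4 genes, with *S1pr1* above *Itgae*.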

IL-33 plus IL-2 did not induce the expression of these genes over that seen with IL-2 alone in our system (Fig. 5C), and of the 4 genes, only *Cd69* and *Itgae* were appreciably expressed. Interestingly, with the exception of *Cd69*, these genes also showed poor expression in the mAT-resident Th2 cells from *Hpoly* infected mice (Fig. S6A). This suggests that Th2 cells may rely primarily on other mechanisms to maintain tissue residence.

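LT Th2 libraries held 222 ± 24.1 CPM of *Cxcr5* (chromosome 9, 44511787 to 44561877, n = 3), against 0.636 ± 0.631 after 5 d with IL-2, 1.78 ± 0.395 with IL-33 and 0.438 ± 0.144 with anti-CD3/CD28. IL-33 was lower than LT Th2 (log2 fold change −6.95, SE 0.26, adjusted p 5.5e-11). Near 1 CPM, *Cxcr5* was called higher with IL-33 than with IL-2 alone (1.55, 0.45, 0.0154), but not without IL-2 replicate 1 (1.04, 0.0669), IL-2 replicate 3 (1.37, 0.0648) or IL-33 replicate 2 (1.35, 0.0643), and without IL-2 replicate 2 it was 2.60.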

Our RNAseq analysis revealed *Cxcr5* transcripts in LT Th2 cells (Fig. 5C). This is consistent with the fact that there is a noted Tfh response to *Hpoly* infection, evident as GFP^+^(IL-4^+^)CXCR5^+^PD1^+^ CD4^+^ cells in reactive lymphoid organs of *Hpoly*-infected 4get mice.^38^ Indeed, in our experiments, about a third of GFP^+^(IL-4^+^) CD4^+^ T cells in mLN expressed the Tfh cell marker PD1 (Fig. S6B). This raises the possibility that the population of the cells that are responding to IL-33 in vitro in our experiments consists not only of Th2 cells but also Tfh cells. 

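Among transcripts of Tfh cells, *Pdcd1* (chromosome 1, 94038305 to 94052553) was at 282 ± 20.6 CPM in LT Th2 cells, 13.7 ± 2.65 with IL-2, 47.4 ± 2.60 with IL-33 and 29.1 ± 3.68 with anti-CD3/CD28 (n = 3 each). It was lower with IL-33 than in LT Th2 cells (log2 fold change −2.57, SE 0.13, adjusted p 8.7e-10) and higher than with IL-2 (1.79, 0.14, 2.9e-07) or anti-CD3/CD28 (0.70, 0.13, 3.3e-04). *Bcl6* (chromosome 16, 23965052 to 23988852) was at 107 ± 13.8, 4.28 ± 0.840, 0.810 ± 0.720 and 21.2 ± 7.67 CPM in the same order, and lower with IL-33 than in LT Th2 cells (−6.95, 2.2e-09), IL-2 (−2.30, 0.00166) and anti-CD3/CD28 (−4.61, 2.2e-07). Without IL-33 replicate 2 these were −7.91, −3.26 and −5.57. *Gata3* (chromosome 2, 9857078 to 9890034) was at 769.5 ± 75.7, 1368 ± 76.3, 1112 ± 14.0 and 541 ± 16.4 CPM. Against LT Th2 cells its change with IL-33 (0.53, 2.0e-04) stayed under the fold threshold, and passed it without LT Th2 replicate 2 (0.60). *Tbx21* (chromosome 11, 97098071 to 97115331) was lower with IL-33 than with IL-2 (−2.58, 2.4e-05), and *Foxp3* (chromosome X, 7573644 to 7595245, −0.58, 0.00671, exons partly shared with *Flicr*, 23.1% of its 50-base words shared with other genes) stayed just under the fold threshold, which it passed without IL-2 replicate 1 (−0.60), IL-2 replicate 2 (−0.67), IL-33 replicate 2 (−0.67) or anti-CD3/CD28 replicate 1 (−0.62) and under RLE (−0.60), total counts (−0.72) and DESeq2 (−0.60).

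**Figure D6:**
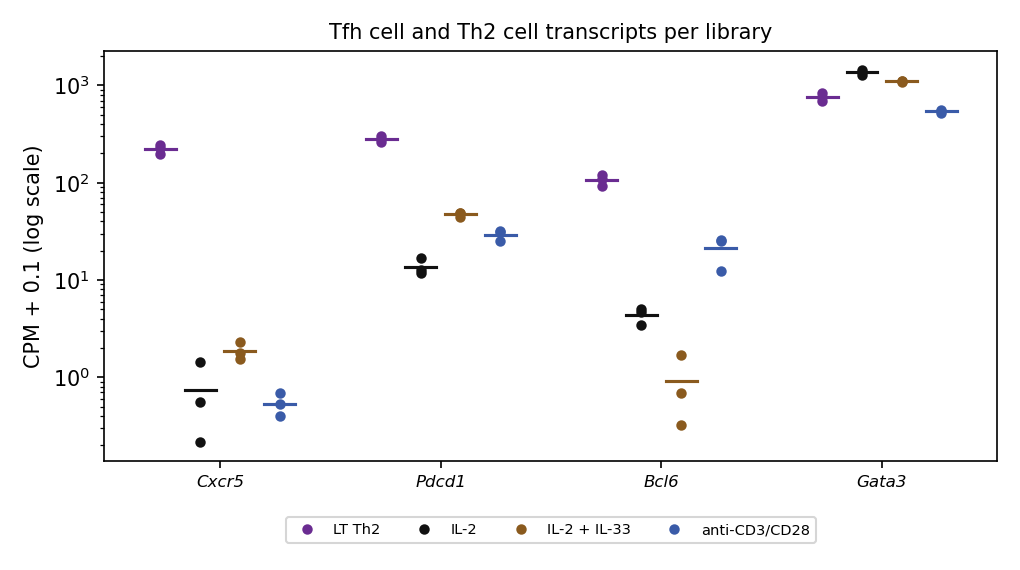
CPM plus 0.1 (vertical axis, log scale) of *Cxcr5*, *Pdcd1*, *Bcl6* and *Gata3* in each library of LT Th2 cells (purple), IL-2 (black), IL-2 plus IL-33 (brown) and anti-CD3/CD28 (blue), with group means as bars. The 3 transcripts of Tfh cells are highest in LT Th2 cells, and *Gata3* is high in every group.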

While we have not formally excluded this possibility, we noted that the cells that emerged after five days of culture with IL-33 plus IL-2 were relatively *Cxcr5*^NEG^, *Pdcd1*^NEG,^  *Bcl6*^NEG^, and *Gata3*^+^ (Fig. S6C) and therefore were Th2-like, rather than Tfh-like.

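Of 8 transcripts of ILC2s and Th2 effector cells examined, *Areg*, *Calca*, *Cxcl3*, *Il1r2*, *Il6*, *Klrg1*, *Nmur1* and *Tph1*, 7 were called higher with IL-33 than with IL-2 alone and all 8 than with anti-CD3/CD28. All 8 were positive under each scaling in both comparisons. *Nmur1* (chromosome 1, 86386303 to 86426228, log2 fold change 0.48, SE 0.13, adjusted p 0.00825) was the exception, at 231 ± 12.7 CPM with IL-33 and 166 ± 34.8 with IL-2 (n = 3), and was called without IL-2 replicate 1 (0.66). In LT Th2 cells it was at 29.5 ± 1.56 CPM. *Calca* (chromosome 7, 114631478 to 114636357) went from 4.63 ± 1.54 to 32.4 ± 3.84 CPM (log2 fold change 2.81, SE 0.23, adjusted p 3.9e-07), *Klrg1* (chromosome 6, 122270596 to 122282882) from 11.5 ± 5.10 to 66.4 ± 3.45 (2.52, 0.29, 1.0e-05) and *Il1r2* (chromosome 1, 40074079 to 40125231) from 41.0 ± 38.6 to 889 ± 107 (4.43, 0.49, 7.0e-06). *Areg* was at 555 ± 86.8 CPM with IL-33 (4.05, 0.30, 1.6e-07), *Tph1* at 464 ± 69.9 (3.28, 0.49, 1.0e-04), *Il6* (chromosome 5, 30013114 to 30019981) at 54.3 ± 5.22 (0.81, 0.21, 0.00823) and *Cxcl3* (chromosome 5, 90786103 to 90789600) at 9.70 ± 2.12 (4.71, 0.55, 1.0e-05). Without IL-2 replicate 1, *Tph1* was at 4.20 and *Il1r2* at 5.56. With anti-CD3/CD28, *Il6* and *Cxcl3* had 3 counts each over the group (ratio of CPM 656, interval 224 to 3182 and ratio of CPM 119, interval 40.3 to 579.7). Of the cytokine genes, *Il5* (chromosome 11, 53720794 to 53725106, 21.6% of words shared with other genes) rose from 129.8 ± 62.4 to 955 ± 148 CPM (2.88, 0.30, 4.0e-06) and *Il13* (chromosome 11, 53631324 to 53634702) from 11.4 ± 4.75 to 117 ± 21.5 (3.36, 0.27, 3.6e-07), while *Il4* (chromosome 11, 53602982 to 53618669, 0.32, 0.12, 0.0581) was not past the threshold of the test. Against anti-CD3/CD28, *Il4* was called (0.62), but not under RLE (0.58) or total counts (0.53), nor without IL-33 replicate 3 (0.57), anti-CD3/CD28 replicate 1 (0.56) or anti-CD3/CD28 replicate 2 (0.56).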

Early work identified transcriptional overlap between ILC2s and tissue resident Th2 cells^5^ and our data suggest that responsiveness to IL-33 is at least in part responsible for this, as we found increased expression of genes typically associated with ILC2s, including *Calca, Nmur1 and Klrg1, as well as Il1r2*, in IL33-stimulated cells (Fig. 5F). We confirmed increased KLRG1 protein expression in a subset of GATA3^+^ Th2 cells in the mAT of *Hpoly* infected mice and from IL-33-stimulated Th2 cell cultures (Fig. 5G). Furthermore, we also observed *Klrg1* mRNA in mAT Th2 cells (Fig. S5C, where the ILC2 population is also clearly visible as the *Klrg1*^+^*Cd3e^NEG^* cluster). We did not detect KLRG1 protein in CD4^+^ T cells cultured in IL-2 alone or with anti-CD3/CD28 (Fig. 5G).

To further support our contention that IL-33-stimulated cells exhibit transcriptional features associated with true tissue resident cells, we examined the expression of the top 200 IL-33-target genes (from Fig. 5A, Table S1) in the scRNAseq data of cells from the mAT of *Hpoly*-infected mice. We found that the expression of these genes was highest in the clusters corresponding to Th2, ILC2, and GATA3^+^ Treg, all of which are known to exhibit tissue-resident characteristics (Fig. 5H). Other T cell populations in the mAT showed relatively low expression of these genes. Together, these data support the view that IL-33 promotes the expression of the transcriptional program associated with tissue residency of GATA3-expressing cells in adipose tissue.

## Discussion

We find that IL-33 is able to stimulate the development of secondary lymphoid tissue Th2 cells into ST2^+^ AREG^+^ tissue resident-like Th2 cells in vitro, an effect that is not recapitulated by stimulation through the TCR. Despite the recognized importance of IL-25 and TSLP as type 2 immune alarmins, we found that IL-33 alone is able to directly induce the development of LT-Th2 cells into tissue resident-like cells with altered functional attributes associated with tissue residence, including the expression of chemokines, adhesion molecules, and genes known more widely for their expression by ILC2s. Arginine metabolism coupled to mTORC1 expression and polyamine synthesis are critical metabolic pathways underlying IL-33 induced tissue resident-like Th2 cell development.

Our data point to an important role for mTORC1 in the IL-33-dependent development of tissue resident-like Th2 cells. The role of mTORC1 as a master regulator linking metabolic cues to cell growth and activation has been extensively studied across multiple immune cell subsets.^22^^,^^39^ mTORC1 activation downstream of TCR signaling is a well-established requirement for the initial activation of CD4^+^ T cells, including Th2 cells, upon antigen presentation by dendritic cells.^23^^,^^40^ Our data suggest that IL-33-mediated mTORC1 upregulation represents a second wave of metabolic reprogramming necessary for Th2 cells to adapt to their tissue microenvironment. Consistent with this, mTORC1 was shown to promote the accumulation of tissue-resident memory CD8^+^ T cells in the small intestine and lungs,^41^^,^^42^ highlighting the critical role of this pathway in tissue residency. It is plausible that the impaired ability to generate tissue-resident T cells following rapamycin treatment might contribute to the immunosuppressive effects of this drug to prevent organ rejection following transplants.^43^

Consistent with the established role of arginine in mTORC1 activation^27^ and prior findings on the use of arginine for polyamine synthesis in anti-CD3/CD28-stimulated Th2-polarized cells,^33^ we found that both of these arginine-dependent pathways were important in the IL-33-driven development of tissue resident-like Th2 cells. The mTORC1-dependent pathway is distinct from arginine-driven polyamine synthesis, as putrescine supplementation could not rescue the effects of arginine depletion. This indicates that both arginine-dependent pathways independently contribute to Th2 cell functionality, and their specific contributions warrant further investigation. It is noteworthy that arginine metabolism has also been shown to play an important role in ILC2s, where the deletion of Slc7a8, a transporter also upregulated in IL-33-stimulate Th2 cells, resulted in impaired mTORC1 activation, cellular proliferation and cytokine production.^30^ Furthermore, deletion of Arginase 1 in ILC2s dampened polyamine synthesis, proliferation and cytokine production.^44^

Sorted GFP^+^ST2^NEG^ cells upregulated ST2 protein expression following in vitro stimulation with IL-33 plus IL-2. 

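LT Th2 libraries held 120.2 ± 12.1 CPM of *Il1rl1* (4409 counts over n = 3), against 869.6 ± 203 after 5 d with IL-2, 1293 ± 75.1 with IL-33 and 0.171 ± 0.235 with anti-CD3/CD28 (7 counts). The rise from LT Th2 cells to IL-2 alone was called (log2 fold change 2.85, SE 0.19, adjusted p 1.7e-08). The change from IL-2 to IL-33 (0.57, 0.17, 0.0180) stayed under the fold threshold. It passed that threshold without IL-2 replicate 1 (0.78), IL-33 replicate 1 (0.60) or IL-33 replicate 3 (0.60). With no filter on low counts (0.60) and with the replicate number as a block (0.60) it passed too.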

Our bulk RNA-sequencing analysis revealed that LT Th2 cells express *Il1rl1* mRNA (Fig. 5C). We reason that, since IL-33 would be expected to only affect ST2-expressing cells, pre-existing transcriptional activity likely enables rapid protein synthesis upon stimulation with IL-2, allowing cells to become responsive to IL-33 in our cultures. This interpretation aligns with prior studies indicating that naive human CD4^+^ T cells store untranslated mRNAs to facilitate rapid metabolic reprogramming upon activation.^45^ Additionally, tissue-resident CD4^+^ T cells have been shown to retain mRNA encoding pro-inflammatory cytokines, equipping them for swift responses to secondary challenges.^46^ Together, this evidence suggests that post-transcriptional regulation may be a conserved mechanism across various CD4^+^ T cell subsets, enabling cells to respond rapidly to environmental stimuli. A different explanation—that we did not explore—is that there is an alternative IL-33 receptor expressed on LT Th2 cells. For example, oxidized IL-33 can signal through RAGE and EGFR and perhaps this pathway can promote ST2 expression.^47^ Interestingly, however, ST2^NEG^ cells that had divided appeared in IL-33-stimulated cultures of sorted GFP^+^ST2^+^ cells, suggesting that receptor downregulation in response to ligand also occurs in these cells.

Our experiments did not rigorously show that the tissue resident-like Th2 cells that emerge in culture are derived from precursor lymphoid tissue Th2 cells rather than Tfh cells. Despite this ambiguity, the GFP^+^(IL-4^+^) CD4^+^ cells from lymphoid organs from *Hpoly*-infected mice upregulated ST2 and did not express the Tfh markers *Cxcr5, Pdcd1* or *Bcl6,* following five days of culture with IL-33 plus IL-2, indicating their potential to transition into Th2-like cells. Thus, if Tfh cells are responding to IL-33 in these cultures, they are losing their Tfh indentity in the process and becoming more Th2-like. Such an interpretation would be consistent with previous studies that have demonstrated the plasticity of T helper subsets, highlighting their ability to change functional identity in response to specific environmental cues.^48^^,^^49^

IL-33 is emerging as a central driver of tissue residency across multiple immune cell types, including ILC2s, intestinal memory CD8 T cells, Treg cells, and macrophages^7^^,^^8^^,^^50^^,^^51^. Our data suggest that IL-33 plays a role in promoting Th2 tissue residency by inducing chemotactic and adhesion molecule expression. These findings align with studies in ILC2s^50^ and adipose tissue Tregs,^7^^,^^52^ where IL-33 enhances tissue localization and functionality. This highlights the conserved nature of IL-33 signaling across diverse immune cell subsets in orchestrating tissue-intrinsic immune responses.

The IL-33 receptor signals through the adaptor protein MYD88, leading to activation of the NF-κB pathway, which directly regulates gene expression, and the MAPK pathway, which stimulates AP-1 transcription factors.^53^ Our data confirm an important role for MYD88 in the IL-33-induced expression of tissue resident characteristics in Th2 cells. While dissecting further signaling events downstream of IL-33 was beyond the scope of this study, previous research has demonstrated that p38 MAPK is critical for the expression of IL-5 and IL-13 in ST2^+^ lung-resident memory Th2 cells.^54^ These findings suggest that the p38 MAPK pathway is likely to contribute to the enhanced cytokine secretion observed in the IL-33-stimulated Th2 cells in this study. Furthermore, this highlights the multifaceted role of IL-33 in Th2 cells, encompassing the promotion of tissue residency, cytokine secretion, and cell survival.^9^^,^^54^ A better understanding of the signaling pathways downstream of IL-33 could provide further insights into the mechanisms underlying tissue-resident Th2 cell responses.

Given its pivotal role in Th2 cell function, the IL-33-arginine axis represents an attractive therapeutic target. Targeting the IL-33/ST2 axis has shown efficacy in preclinical models of allergic airway inflammation and showed promise in early clinical trials.^55^^,^^56^ Our findings in Th2 cells, and findings from others working on ILC2s,^30^^,^^44^ suggest that combining IL-33-targeted therapies with interventions aimed at arginine metabolism could synergistically suppress pathogenic type 2 immune responses. Such approaches may have broad applicability in treating chronic allergic diseases and other conditions driven by aberrant type 2 immunity.

## Supplementary Material

vkag028_Supplementary_Data

## Data Availability

The data underlying this article are available in the article, in its online supplementary material, or in NCBI Gene Expression Omnibus (GEO) under the following accession number: GSE312875.

## Abbreviations

Hpoly: *Heligmosomoides polygyrus bakeri*
AREG: amphiregulin
Th2: T helper type 2
LT-Th2: lymphoid tissue-derived CD4^+^ T cells from Hpoly-infected mice
mAT: mesenteric adipose tissue
4get: IL4-reporter
TCM: T cell media
HES: Hpoly antigen
Tfh: T follicular helper cells
CTV: cell trace violet
GSEA: gene set enrichment analysis

# Supplementary material for: IL-33 promotes transcriptional and metabolic adaptations of tissue-resident Th2 cells
**Source:** J Immunol. 2026 Apr 16;215(4):vkag028. doi: 10.1093/jimmun/vkag028
**Supplement:** vkag028_Supplementary_Data

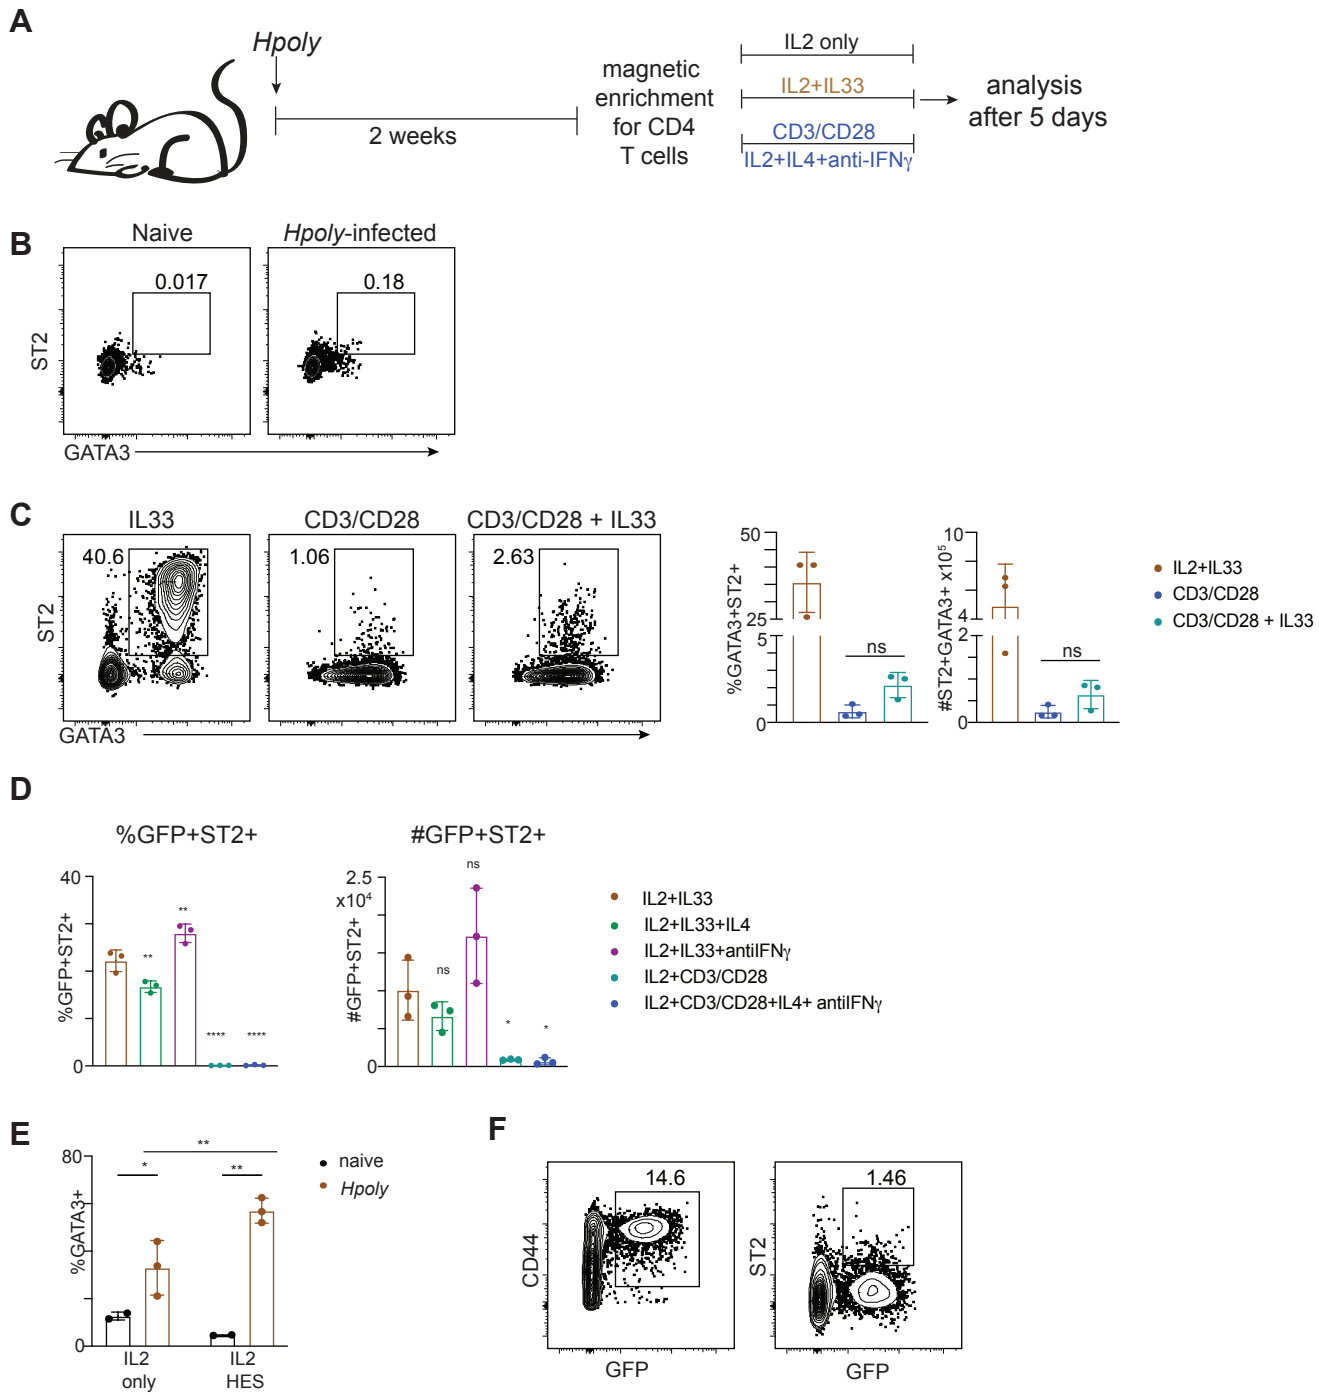

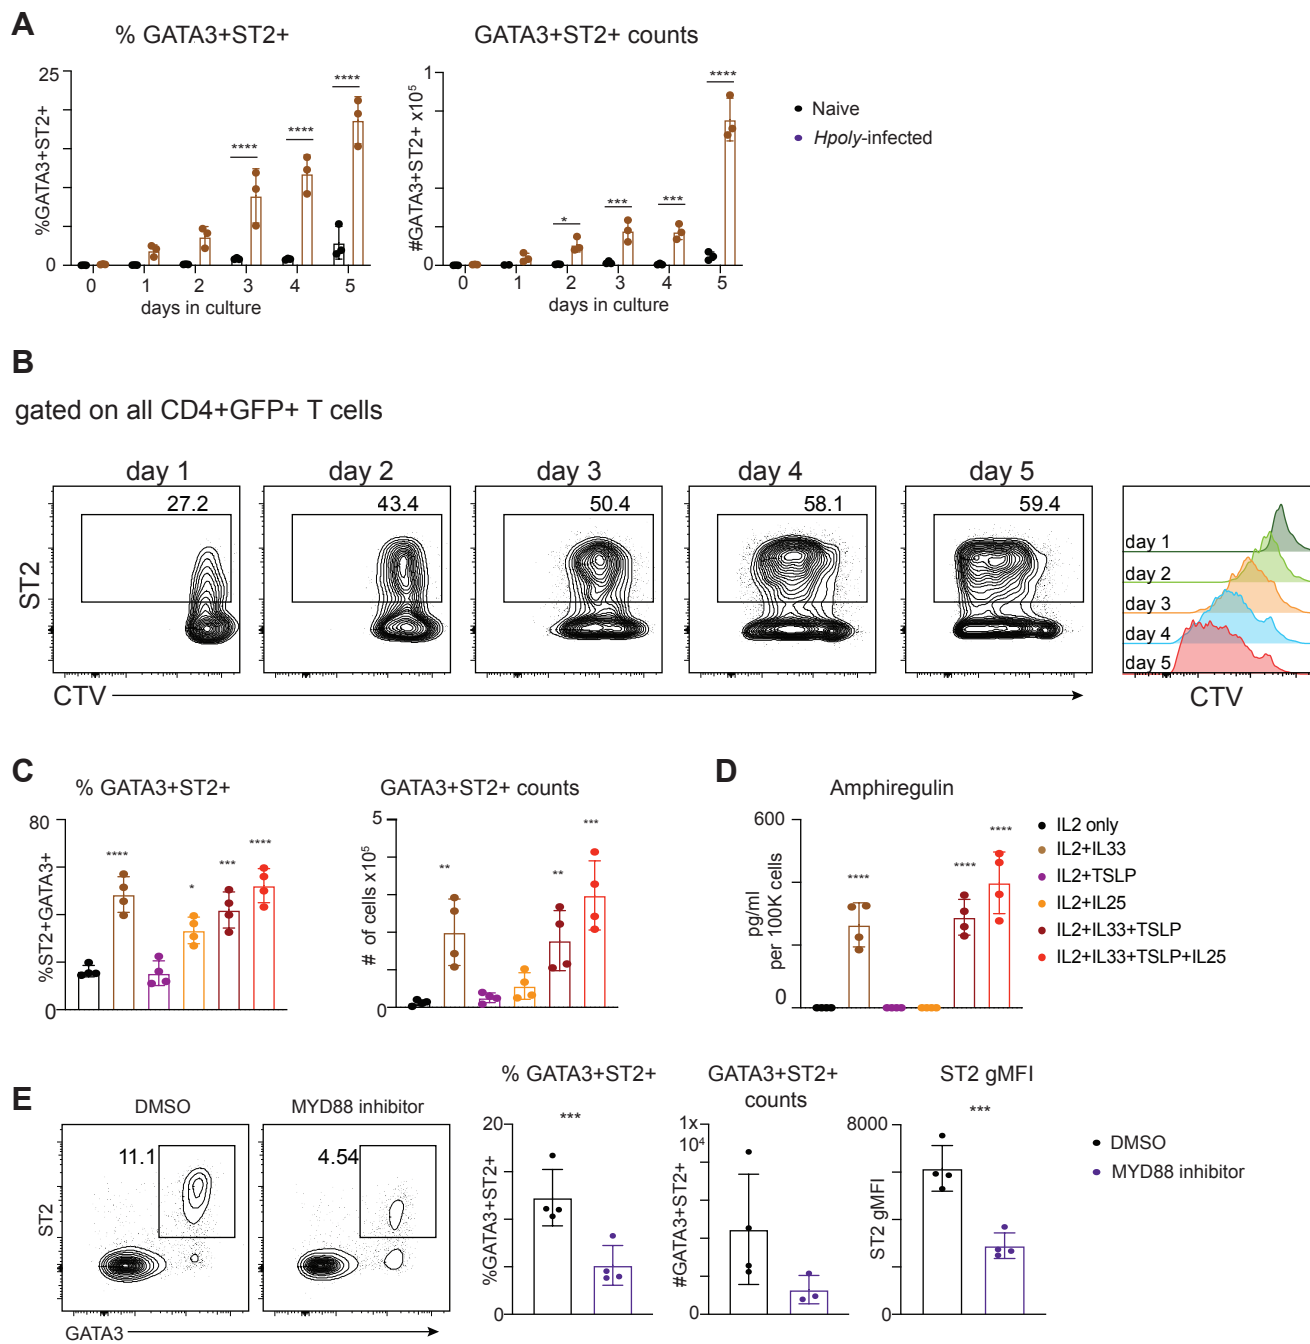

**A**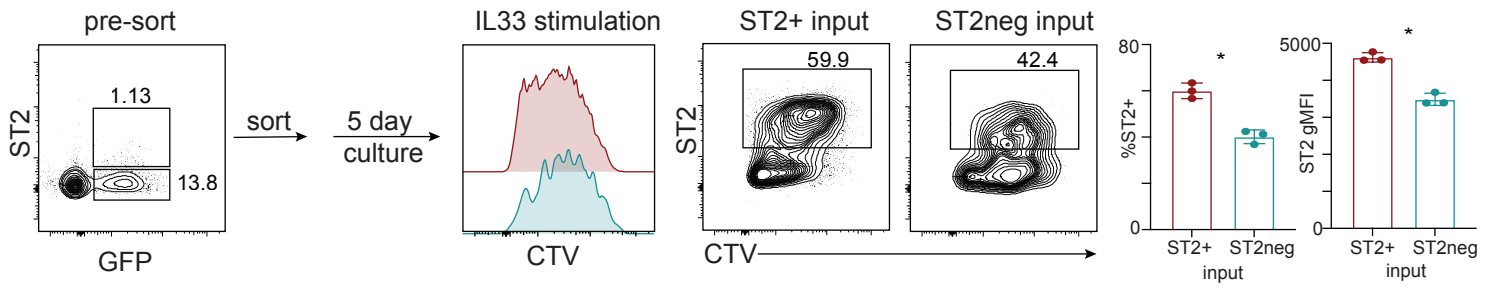

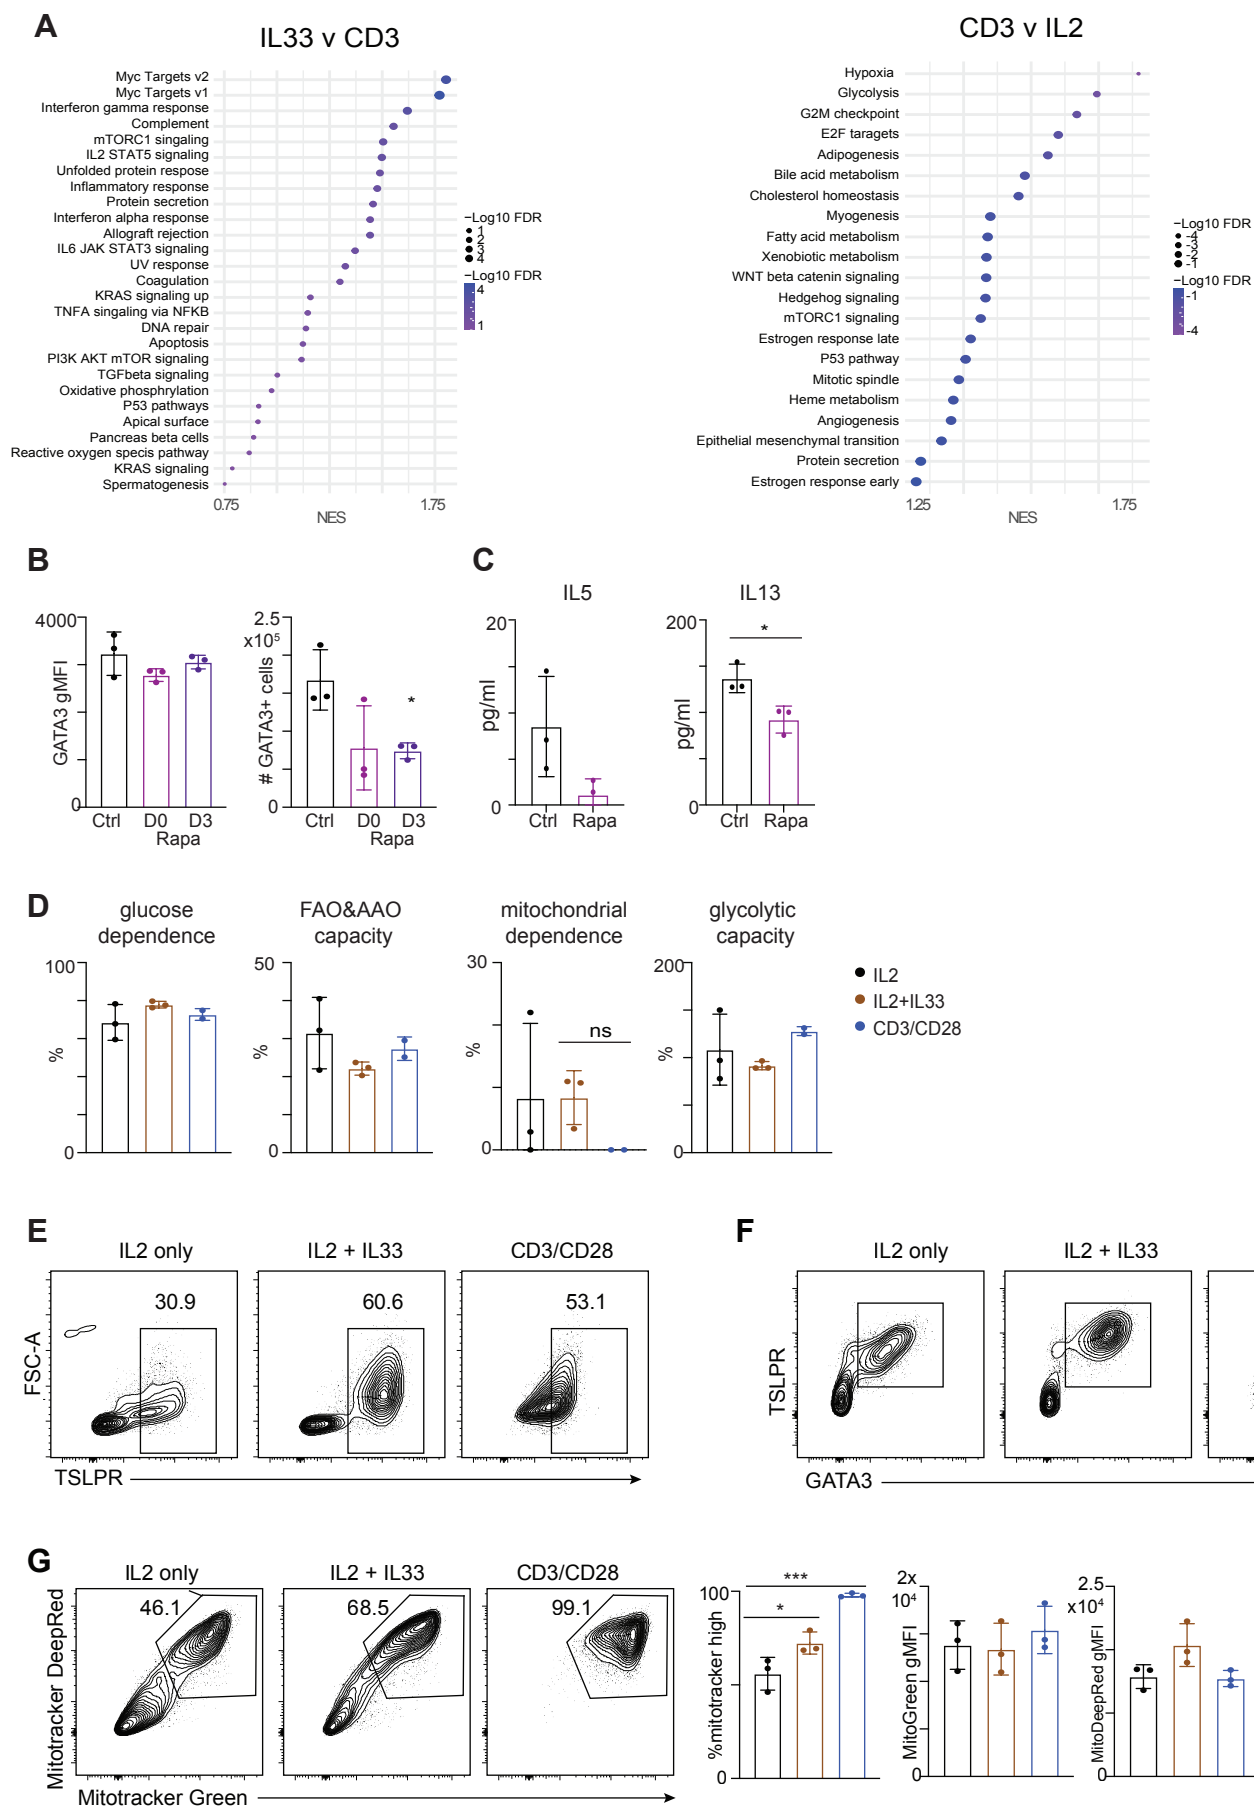

**A**

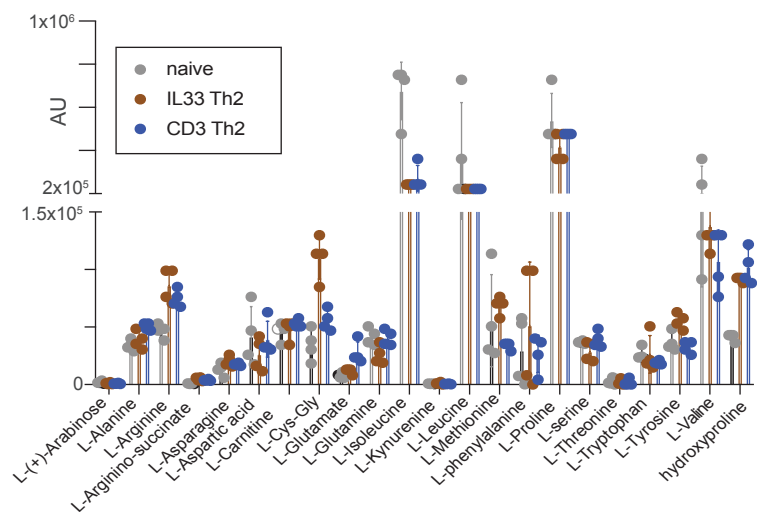

**B**

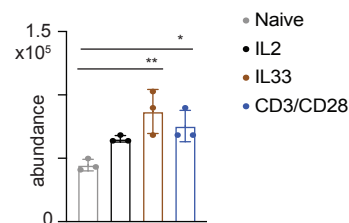

**C**

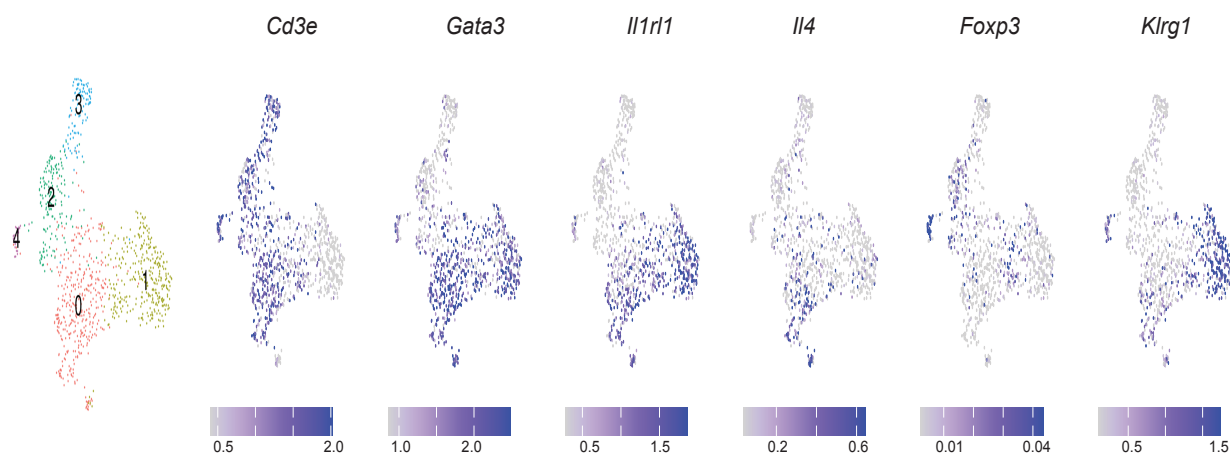

**D**

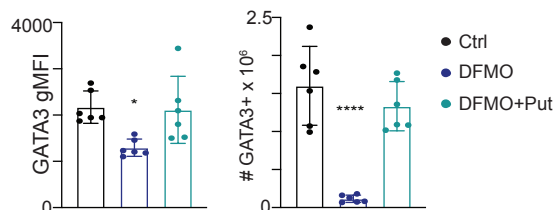

**E**

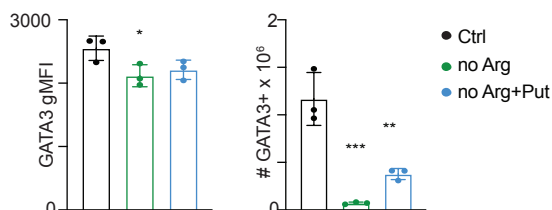

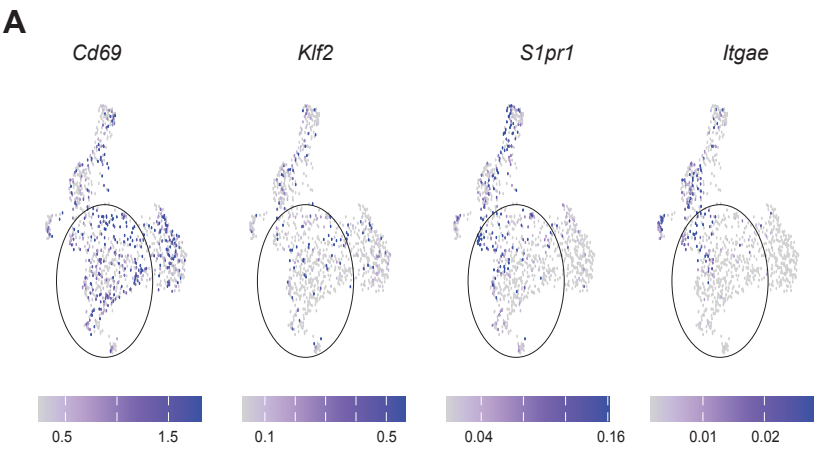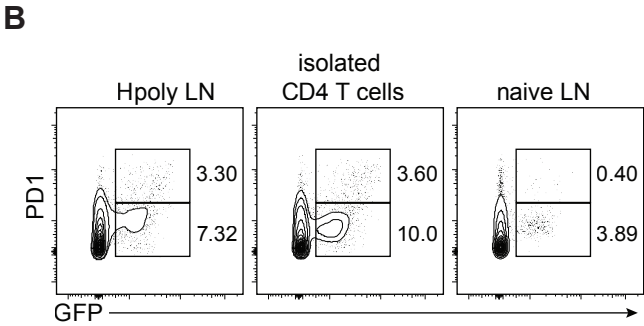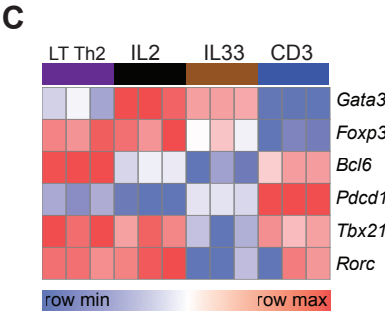

**Sup. Fig. 1 Characterization of culture conditions.** (A) A schematic of experimental design. CD4 T cells were isolated from *Hpoly*-infected mice and cultured with IL2 alone, IL2 and IL-33, or anti-CD3/CD28 under Th2 polarizing conditions for five days. (B) Representative flow plot of CD4+ T cells immediately following isolation from secondary lymphoid organs of naïve or *Hpoly*-infected mice. (C) CD4 T cells from secondary lymphoid organs of *Hpoly*-infected mice were cultured under the indicated conditions. Frequencies and numbers of GATA3+ST2+ cells were quantified. (D) CD4 T cells from secondary lymphoid organs of *Hpoly*-infected 4get mice were cultured under the indicated conditions. Frequencies and numbers of GFP+(IL4+)ST2+ cells were quantified. (E) Splenocytes from naïve or *Hpoly*-infected mice cultured with IL2 alone or together with HES. Frequencies of GATA3+ cells were quantified. (F) Representative flow plot of CD4+ T cells right after isolation from secondary lymphoid organs of *Hpoly*-infected 4get mice. The data (B-F) are representative of at least two independent experiments. Symbols in the quantified data represent independent biological replicates. Data were analyzed by one-way ANOVA with Tukey's post hoc test (C,D) or two-way ANOVA with Sidak post hoc test (E). \*  $p \leq 0.05$ , \*\*  $p \leq 0.01$ , \*\*\*  $p \leq 0.001$ .

**Sup. Fig. 2 IL-33 is the primary driver of Th2<sub>TRL</sub> cells.** (A) CD4+ T cells from naïve or *Hpoly*-infected mice were cultured with IL2 and IL-33. Frequencies and numbers of GATA3+ST2+ cells were quantified over five days. (B) CD4+ T cells from *Hpoly*-infected 4get mice were stained with CTV and cultured with IL2 and IL-33. Representative flow plots and histograms of ST2 expression and CTV dilatation over the course of five days. (C) CD4+ T cells from *Hpoly*-infected mice were cultured under the indicated conditions. Frequencies and numbers of GATA3+ST2+ cells were quantified after five days. (D) Abundance of amphiregulin in the culture supernatants from (C). (E) CD4+ T cells from *Hpoly*-infected mice were cultured with IL2 and IL-33 in the presence of 1 $\mu$ m MYD88 inhibitor or vehicle control for five days. Frequencies and number of GATA3+ST2+ cells as well as ST2 gMFI were quantified. The data (A-E) are representative of at least two independent experiments. Symbols in the quantified data represent independent biological replicates. Data were analyzed by one-way ANOVA with Tukey's post hoc test (C), two-way ANOVA with Sidak post hoc test (A), or paired T-test (E). \*  $p \leq 0.05$ , \*\*  $p \leq 0.01$ , \*\*\*  $p \leq 0.001$ .

**Sup. Fig. 3 CD4 T cells from *Hpoly*-infected mice are primed to expand *in vitro*.** (A) CTV-labelled IL4+ (GFP)+ ST2+ and IL4+(GFP+)+ST2<sup>NEG</sup> early Th2 cells were FACS-isolated from 4get mice infected with *Hpoly* and cultured with IL2 and IL-33 for five days. Frequencies of ST2+ cells were quantified. The data are representative of at least two independent experiments. Symbols in the quantified data represent independent biological replicates. Data were analyzed by paired T-test (D). \*  $p \leq 0.05$ , \*\*  $p \leq 0.01$ , \*\*\*  $p \leq 0.001$ .

**Sup. Fig. 4. Metabolic adaptations of Th2 cells.** (A) Top Hallmark pathways from GSEA for IL-33 v CD3 and CD3 v IL2 comparisons. (B) CD4+ T cells were isolated from *Hpoly*-infected mice and cultured with anti-CD3/CD28 under Th2 polarizing conditions in the presence of rapamycin. The mean fluorescence intensity of GATA3 and cell numbers were quantified. (C) Levels of indicated cytokines after overnight culture of anti-CD3/CD28-stimulated cells in fresh media containing rapamycin. (D) Quantification of results from SCENITH assay in GATA3+ Th2 cells. Representative flow plot showing the expression of TSLPR (E) and TSLPR and GATA3 (F) expression after five days of *in vitro* culture under the conditions shown, of CD4+ T cells isolated from *Hpoly*-infected mice. (G) Representative flow plot and quantification of mitotracker green and mitotracker deep red

staining after five days of culture under the indicated conditions. The data (B-F) are representative of at least two independent experiments. Symbols in the quantified data represent independent biological replicates. Data were analyzed by one-way ANOVA with Tukey's post hoc test (B, D, G), or paired T-test (C). \*  $p \leq 0.05$ , \*\*  $p \leq 0.01$ , \*\*\*  $p \leq 0.001$ .

**Sup. Fig. 5. Amino acid metabolism in Th2 cells.** (A) Intracellular abundance of amino acids was measured by LC/MS in naïve, IL33-stimulated, and anti-CD3/CD28-stimulated CD44<sup>+</sup>CD4<sup>+</sup> T cells after five days of culture. (B) Intracellular abundance of arginine in naïve cells, IL2-stimulated, IL33-stimulated, and anti-CD3/CD28-stimulated CD44<sup>+</sup>CD4<sup>+</sup> T cells after five days of culture. (C) Expression of Th2 cell-related genes in scRNAseq dataset of T cells isolated from mAT of *Hpoly*-infected mice, identifying a cluster of GATA3<sup>+</sup>ST2<sup>+</sup> Th2 cells (circled). CD4<sup>+</sup> T cells from *Hpoly*-infected mice were stimulated with anti-CD3/CD28 and treated with DFMO (D) or cultured in arginine-depleted media (E). Mean fluorescence intensity of GATA3 and cell numbers were quantified. The data (A, D, E) are representative of at least two independent experiments. Symbols in the quantified data represent independent biological replicates. Data were analyzed by one-way ANOVA with Tukey's post hoc test (B,D,E). \*  $p \leq 0.05$ , \*\*  $p \leq 0.01$ , \*\*\*  $p \leq 0.001$ .

**Sup. Fig. 6. IL33 promotes tissue residency** (A) Expression of genes associated with tissue-residency in scRNAseq dataset of isolated from mAT of *Hpoly*-infected mice, identifying cluster of GATA3<sup>+</sup>ST2<sup>+</sup> Th2 cells (circled). (B) Representative flow plot of PD1 and GFP expression in naïve and *Hpoly*-infected 4get mice. (C) Heatmap depicting the expression of master transcription factors of major CD4<sup>+</sup> T cell subsets, and of *Pdcd1*.

How the deposited data were processed for this re-analysis (not part of the article)

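Gene expression was read from bulk RNA sequencing of CD44+GFP+ cells taken from pooled spleen and lymph nodes of 4get mice at 2 weeks of *Hpoly* infection, as SMART-Seq v4 libraries. The count values of each gene and library were used as deposited, and according to the methods of the paper the authors trimmed and mapped the reads with STAR and counted them per gene with featureCounts before deposition. The counts are whole numbers without normalization, and the libraries carry no molecular tags. The text of the paper does not state the genome build, the annotation, the strandedness or the treatment of reads that map to several places, so these could not be taken into account.

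Of 15 columns of counts, 12 were mapped to 4 groups of 3 libraries, namely LT Th2, IL-2, IL-33 with IL-2, and anti-CD3/CD28. The other 3 columns were not used here. Of 54532 gene identifiers, 53229 matched the GENCODE annotation of GRCm38 with their version and 54409 without it. Of the identifiers, 102 repeat the symbol of another gene. Positions, overlaps and lengths were taken with the version where it matched and otherwise without it.

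All fits used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Genes with too few counts were removed with filterByExpr at its defaults, libraries were scaled with TMM, and all 12 libraries were fitted in 1 model with a mean for each group by the edgeR quasi-likelihood test (glmQLFit and glmQLFTest). The common dispersion was 0.0216. Comparisons were IL-33 with IL-2, IL-33 with anti-CD3/CD28, anti-CD3/CD28 with IL-2, IL-2 with LT Th2 and IL-33 with LT Th2. P-values were adjusted by Benjamini-Hochberg over the genes tested in each comparison, and a gene was called at an adjusted p under 0.05 and a fold change over 1.5 either way. Genes up with IL-33 against both cultures are the overlap of 2 such comparisons, which share the IL-33 libraries. Distances, principal components and average-linkage clustering used log2 CPM with a prior count of 2 over the 500 most variable genes.

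Gene sets were tested with camera at an inter-gene correlation of 0.01. They were 8 lists written by hand (glycolysis, sterol synthesis, ATF4 and amino acids, unfolded protein response, proliferation, nuclear and mitochondrial genes of the respiratory chain, ribosomal proteins) and the mouse Reactome sets of fgsea with 10 to 500 tested genes, adjusted separately. Lists of transporters of arginine, polyamine and hypusination genes, the genes of Fig. 5C, 5F and S6C, 3 Th2 cytokines, chemokines with their receptors, integrins and adhesion molecules, 8 kinds of cells (T cells, mast cells and basophils, B cells, myeloid cells, CD8 and NK cells, NKT cells, Tfh cells, Treg cells) and sex-linked genes were read gene by gene, 25 lists in all with the 8 above. Calls adjusted over the list alone were counted beside them, and the 2 families of chemokines and adhesion genes were tested with Fisher's exact test. Hallmark sets and ontology terms were not used here. The single-cell data, flow cytometry and other experiments of the paper were not analysed here.

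The genes named follow a rule. It takes every gene that the text names on the RNA-seq or that the heatmaps show, *Il4*, *Il5* and *Il13*, the 3 highest and 3 lowest called genes of IL-33 against each other culture and the leading 10 up against both (average log2 CPM of at least 3, no overlap between groups), the highest and lowest member of each list tested, and the lists of cell types and sex-linked genes. Genes of the last 2 kinds are given mostly as counts over their list, and which of them are named singly was chosen after seeing the values. A result for 1 gene that the rule takes is not reported here. The first part of Table S1 had been seen when the rule was written. The groups, the main test, the thresholds, the gene lists, the rule for names and the alternatives were fixed before the data were examined, apart from the 5 alternatives named as later in the closing section.

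Those alternatives were scaling by RLE or by total counts, no filter on low counts or CPM above 1 in 3 libraries, DESeq2, a fit of only the groups compared, a fold threshold of 2 or none, a test against a fold change of 1.5 (glmTreat), the replicate number as a block, each library left out in turn, camera with estimated correlations, fry, and fgsea on the paper's ranking. For distances they were variance-stabilised counts, 2000 or all genes, 1 minus the Pearson correlation and a prior count of 0.5.

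Library totals of 7368924 to 13722016 counts put 1 CPM at 7 to 14 counts. Fold changes against a group without counts are given against a floor of 3 counts over the group, and ratios with 1 to 3 counts carry a 95% interval from the counts. The share of the 50-base words of a gene's transcripts that occur in other genes was computed as a measure of reads that may be shared. The tests were checked on simulated counts with 200 changed genes. With no gene changed, edgeR called 0 genes up against both groups (27 at unadjusted p under 0.05, and 0 by DESeq2). With 200 genes changed 2-fold, camera gave p 0.359 for a set without change and 1.0e-138 for a set with change. The simulated genes were drawn independently of each other, so this does not test camera on correlated genes.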

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

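The patterns below concern genes that the paper does not discuss and were picked by reading the table of all genes, and all tests of explanations in this part were chosen after the results had been seen. The gene lists of cell types were written earlier.

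Transcripts of the T cell receptor beta chain were lower with IL-33 than with IL-2 alone. *Trbc2* had a log2 fold change of −1.25 (SE 0.13, adjusted p 2.8e-06) and *Trbc1* of −1.14 (0.12, 2.9e-06), by the edgeR quasi-likelihood test with n = 3, and each IL-33 library lay below each IL-2 library. Summed over V segments of the beta chain, levels were 628 ± 88.3 CPM in LT Th2 cells, 205 ± 12.1 with IL-2, 94.1 ± 1.09 with IL-33 and 369 ± 12.6 with anti-CD3/CD28. The constant gene of the alpha chain, *Trac*, changed by −0.16 (SE 0.10, adjusted p 0.254), while J segments of that chain were lower in 17 of 20 cases, 3 of them called. Fewer T cells in the IL-33 cultures would lower the other T cell genes alike, if the cells in their place lack these transcripts. Among these 10 genes, *Cd3e* (log2 fold change −0.69), *Lat* (−0.44), *Cd3g* (−0.37) and *Lck* (−0.35) were lower at an adjusted p under 0.05. *Cd3d* (0.62) and *Cd4* (0.60) were higher, while *Cd247*, *Cd28*, *Zap70* and *Trac* were not past that threshold. All 12 genes of the T cell list were above 1 CPM in every library, and no other list holds them. *Trbc1* and *Trbc2* share 40.5% and 44.0% of their 50-base words with other genes, yet the sum of both fell too (log2 ratio −1.21). Under RLE and total counts the smallest decrease was −1.16, and with each library's trend on GC content and length removed it was −1.18. Another use of V segments would raise some of them, whereas all 21 tested V segments were lower, 16 of them called. These values argue against shared reads, scaling, GC content, gene length and segment use. They argue against a lower share of T cells only where the cells in their place lack *Cd3d* and *Cd4* transcripts. No list of cell types covered ILC2s. A candidate explanation is lower transcription or stability of beta chain transcripts under IL-33, which was not tested further. Loss of cells with more of these transcripts stays open.

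*Mcpt8* (chromosome 14, 56082166 to 56085273), a transcript of basophils, was at 56.0 ± 12.3 CPM in the LT Th2 libraries (n = 3), 19.9 with IL-2, 2.15 with IL-33 and 0.123 with anti-CD3/CD28. Depth does not account for the difference, because the anti-CD3/CD28 libraries held 5 counts in all, against 2000 in LT Th2. Basophils or mast cells among the sorted cells are a candidate source. Of the 11 other genes of that list, 6 were above 1 CPM in every LT Th2 library, the most abundant being *Hdc* (126 ± 19.2 CPM), *Prss34* (115 ± 34.8) and *Cpa3* (30.3 ± 17.0). None of the 12 genes is in another list or named by the paper, 2 were above 1 CPM in every IL-33 library, and *Hdc* was still at 78.6 ± 15.7 CPM there. *Tpsb2*, *Cma1* and *Mcpt4* reached 62.4, 18.4 and 15.2 CPM in LT Th2 replicate 3 and at most 1.83 in the other LT Th2 libraries. For *Il1rl1* in LT Th2 cells, basophils or mast cells and Th2 cells cannot be told apart as sources, since no count separates the cells. From LT Th2 to IL-2 alone *Il1rl1* rose (log2 fold change 2.85) while *Mcpt8* fell (−1.48). No biological explanation was tested.

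*Eomes* was higher in the IL-2 cultures than in LT Th2 cells (log2 fold change 4.09, SE 0.41, adjusted p 1.6e-06, each IL-2 library above each LT Th2 library). NK or CD8 T cells in the IL-2 cultures are a candidate source. Of 8 tested genes of the CD8 and NK list, 6 were called higher, also *Cd8a* (4.57), *Prf1* (2.69), *Gzma* (2.33), *Klrd1* (1.70) and *Nkg7* (1.25), whereas *Klrb1c* was lower (−0.88) and *Cd8b1* changed by 0.072. The most abundant were *Gzma* (337 ± 69.2 CPM with IL-2) and *Nkg7* (202 ± 50.0). Of the 9 genes of the list, 7 were above 1 CPM in every LT Th2 library, 1 is held by another list and none is named by the paper. Other cells in the culture and a change within the Th2 cells cannot be told apart, because the culture is the comparison. With IL-33, *Eomes* was lower than with IL-2 alone (−3.25).

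*Ighm* was at 552 ± 85.5 CPM in the LT Th2 libraries, 77.8 ± 13.3 with IL-2, 183 ± 31.5 with IL-33 and 211 ± 18.7 with anti-CD3/CD28 (n = 3). B cells among the sorted cells would bring their other abundant transcripts, but *Cd79a* was at 2.97 CPM and *Igkc* at 38.7 ± 28.0, far below *Ighm*, which argues against B cells as the main source. Of the 10 genes of the B cell list, 6 were above 1 CPM in every LT Th2 library, and *Cd74* was at 154 ± 41.3 CPM. None of the 10 is in another list or named by the paper. Transcription of the unrearranged locus in T cells may explain these counts. That and other biological explanations were not tested.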

How the results depend on the processing

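DESeq2 with a fold threshold of 2 and the 4 DESeq2 fits with a prior on fold changes were chosen after seeing the data, and so was the comparison of list medians between scalings. The cause of a change was not tested unless a reason is given.

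For single genes and named sets, the numbers that stayed on the same side of the threshold with the same direction were 222 (1 no longer past the threshold, 1 newly past it, 1 reversed) under RLE, 187 (3 no longer past the threshold, 4 newly past it, 1 reversed) under total counts, 189 (5 newly past it, 1 reversed) without a filter on low counts, 225 with CPM above 1 in 3 libraries, 191 (3 newly past it, 1 reversed) under DESeq2 and 177 (2 newly past it, 1 reversed) in fits of only the groups compared. They were 182 (13 no longer past the threshold) with a fold threshold of 2, 181 (14 newly past it) without one and 180 (15 no longer past the threshold) under glmTreat, where the threshold itself is what changed. For sets, they were 23 (7 no longer past the threshold) with camera and estimated correlations, 17 (13 newly past it) under fry and 27 (3 newly past it) under fgsea. With one library left out they were 2618 (21 no longer past the threshold, 33 newly past it, 28 reversed) of all fits together.

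The counts of called genes stayed within 1.5 times under RLE, total counts, both other filters, DESeq2, fits of only the groups compared and with any single library left out. Up against both, total counts gave 747 and no filter 1256. Leaving out single libraries gave 3370 to 3870 in IL-33 against IL-2, 6349 to 7094 in IL-33 against anti-CD3/CD28, 5886 to 6355 in anti-CD3/CD28 against IL-2, 4038 to 4384 in IL-2 against LT Th2, 6153 to 6581 in IL-33 against LT Th2, and 926 to 1068 for the genes up against both. A fold threshold of 2 gave 2249 for IL-33 against IL-2 (3724 at 1.5), 4357 for IL-33 against anti-CD3/CD28 (6810), 3963 for anti-CD3/CD28 against IL-2 (6170), 2771 for IL-2 against LT Th2 (4236), 4205 for IL-33 against LT Th2 (6387) and 522 up against both (1009). With glmTreat, 1981, 2601 and 499 were called in IL-33 against IL-2, in IL-2 against LT Th2 and up against both, and no fold threshold gave 1645 up against both. These changes follow from the thresholds. DESeq2 with a threshold of 2 gave 2282 for IL-33 against IL-2 and 500 up against both. With a prior and a threshold of 2 the numbers were 2260 and 525, with 4510 for IL-33 against anti-CD3/CD28, and 2260, 525 and 4514 when fitted on genes with more than 1 count. Total counts changed the balance of calls, with 1520 higher and 2307 lower in IL-33 against IL-2 (1983 and 1741 under TMM) and 2491 higher and 4067 lower in IL-33 against LT Th2 (3348 and 3039).

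IL-33 libraries stayed closer to IL-2 than to anti-CD3/CD28 or LT Th2 in every alternative, with distance ratios of 0.659 and 0.604 on variance-stabilised counts, 0.743 and 0.669 on 2000 genes, 0.753 and 0.709 on all genes, 0.498 and 0.385 by 1 minus the Pearson correlation and 0.729 and 0.668 with a prior count of 0.5. Leaving out single libraries gave 0.660 to 0.741 and 0.590 to 0.668.

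*Areg* in IL-2 against LT Th2 (0.016) was the 1 gene whose direction turned outside the fits with a library left out and those with the block, at −0.0093 under RLE, −0.073 under total counts, −0.0016 without a filter, −0.0063 under DESeq2 at either threshold, −0.014 in a fit of only the groups compared and −0.0062 in each DESeq2 fit with a prior. It was called in none of them. With single libraries left out, log2 fold changes that turned ranged as follows. In IL-2 against LT Th2, *Areg* went from −0.46 to 0.30 (−0.17 without LT Th2 replicate 3, −0.46 without IL-2 replicate 1, −0.0047 without anti-CD3/CD28 replicate 1), *Ccr8* from −0.53 to 0.067 (0.067 without IL-2 replicate 2, 0.058 without IL-2 replicate 3), *Dhps* from −0.16 to 0.031 (0.031 without LT Th2 replicate 2), *Enpp2* from −0.56 to 0.18 (0.18 without LT Th2 replicate 1, 0.052 without LT Th2 replicate 3, 0.11 without IL-2 replicate 1), *Foxp3* from −0.00098 to 0.22 (−0.00098 without IL-2 replicate 3), *Il1r2* from −1.40 to 0.10 (0.10 without IL-2 replicate 2, 0.047 without IL-2 replicate 3), *Odc1* from −0.25 to 0.11 (0.11 without LT Th2 replicate 1, 0.092 without IL-2 replicate 3) and *Slc7a1* from −0.19 to 0.013 (0.013 without LT Th2 replicate 2). In IL-33 against anti-CD3/CD28 they were *Arg1* with −0.84 to 0.54 (0.15 without IL-33 replicate 3, 0.54 without anti-CD3/CD28 replicate 3) and *Slc7a3* with −0.51 to 0.23 (0.23 without anti-CD3/CD28 replicate 1), and in IL-33 against IL-2 *Atp6v0d2* with −1.13 to 0.60 (0.60 without IL-2 replicate 2, 0.073 without IL-33 replicate 1) and *Klf2* with −0.33 to 0.64 (0.64 without IL-2 replicate 1, 0.15 without IL-33 replicate 3). None was called in the fit where it turned.

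With estimated correlations, adjusted p-values of camera rose above 0.05 for ATF4 (0.302), proliferation (0.476) and nuclear respiratory genes (0.871) in IL-33 against IL-2, for glycolysis (0.397), nuclear respiratory genes (0.826) and ribosomal proteins (0.826) in IL-33 against anti-CD3/CD28, and for proliferation (0.440) and ribosomal proteins (0.742) in anti-CD3/CD28 against IL-2. The number of Reactome sets past the threshold was then 0 in each of the 3 comparisons (86, 120 and 100 with the preset correlation of camera, and 492, 551 and 590 under fry). Fry tests whether a set shifts in one direction, without comparing it to other genes. Under fry, nuclear respiratory genes were not past it in IL-33 against IL-2 (0.123), and proliferation in IL-33 against anti-CD3/CD28 (0.0383) and ATF4 in anti-CD3/CD28 against IL-2 (0.00687) were newly past it. Fgsea gave 0.0283 for proliferation in IL-33 against anti-CD3/CD28 and 151 Reactome sets in IL-33 against IL-2. Over all alternatives, adjusted p-values in IL-33 against IL-2 ranged from 3.7e-04 to 0.302 for ATF4, 1.4e-04 to 0.476 for proliferation and 3.9e-04 to 0.871 for nuclear respiratory genes, in IL-33 against anti-CD3/CD28 from 6.2e-07 to 0.397 for glycolysis, 0.0283 to 0.826 for proliferation, 2.6e-04 to 0.826 for nuclear respiratory genes and 4.0e-08 to 0.826 for ribosomal proteins, and in anti-CD3/CD28 against IL-2 from 0.00687 to 0.737 for ATF4, 2.9e-06 to 0.440 for proliferation and 3.8e-07 to 0.742 for ribosomal proteins. Over the libraries left out, they ranged from 0.00313 to 0.0679 for nuclear respiratory genes in IL-33 against IL-2 (0.0679 without IL-2 replicate 2), 0.00722 to 0.0526 for the same in IL-33 against anti-CD3/CD28 (0.0526 without anti-CD3/CD28 replicate 2), 0.0315 to 0.496 for proliferation there (0.0315 without anti-CD3/CD28 replicate 3, 0.0448 without IL-33 replicate 2, 0.0339 without LT Th2 replicate 2) and 0.0390 to 0.247 for ATF4 in anti-CD3/CD28 against IL-2 (0.0390 without anti-CD3/CD28 replicate 2). Reactome sets numbered 37 to 127 (37 without IL-2 replicate 1, 57 without IL-33 replicate 1), 107 to 132 and 82 to 103. The direction of a test turned, far from the threshold, for mitochondrial respiratory genes (0.269 to 0.947) and ribosomal proteins (0.172 to 0.756) in IL-33 against IL-2 without IL-2 replicate 3 (0.945 and 0.756). In anti-CD3/CD28 against IL-2 it turned for Reactome integrin interactions (0.904 to 0.999) without LT Th2 replicate 2 (0.961), IL-2 replicate 3 (0.970), IL-33 replicate 1 (0.985) or anti-CD3/CD28 replicate 3 (0.999), for respiratory electron transport (0.676 to 0.980) without IL-2 replicate 3 (0.970) and for the citric acid cycle (0.693 to 0.997) without anti-CD3/CD28 replicate 1 (0.997).

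The labels number the libraries 1 to 3 in each group, and the paper does not say whether a number marks a pool of mice. Deviations from group means correlated by −0.331 to 0.343 over 18 pairs with the same number (median 0.0575, 5 above 0.1) and with a median of −0.0336 over 36 pairs with different numbers (12 above 0.1), so the numbers do not pair the libraries. *Xist* or the Y-linked transcripts are low in LT Th2 and IL-2 libraries of the same number, but this differs in IL-33 replicates 2 and 3 and in the 3 anti-CD3/CD28 libraries. Libraries can also be matched across groups by low *Xist*, low Y-linked transcripts or neither low. IL-33 replicates 1, 3 and 2 then correlated with IL-2 by 0.221, 0.185 and 0.141. With LT Th2 they gave 0.125, 0.182 and 0.223, and with anti-CD3/CD28 0.178, 0.262 and 0.0853. Pairs without IL-33 gave 0.276, −0.147, −0.0538, −0.0565, 0.105, 0.128, −0.0719, 0.233 and −0.0261. Pools shared under different numbers are thus possible but stay open, and no call was checked under such a block. If pools are shared, the block by number does not remove differences between them. With the replicate number as a block, 3695 genes were called in IL-33 against IL-2 and 1019 up against both, 985 of them among the 1009. Reactome sets in IL-33 against IL-2 numbered 136, *Areg* in IL-2 against LT Th2 was at −0.011 and *Klf2* in IL-33 against IL-2 at 0.021. Under the block *Il1rl1* in IL-33 against IL-2 passed the fold threshold (0.60) and cholesterol biosynthesis was newly past it (0.0258). It changed no other call.

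Depth limits genes near 1 CPM, where 3 counts in a group change a fold several times. The simulated changes of 1.5-fold, called in 13.5% of genes, were set in genes with a log2 CPM of at least 3, so they do not cover genes near 1 CPM.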

Differences from the paper's values

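The 4 DESeq2 fits with a prior on fold changes and DESeq2 with a fold threshold of 2 were chosen after seeing the values, while all other alternatives named here were set before the data were examined.

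Of 45 values that the paper gives and that were computed here too, 31 met the criterion for their kind and 14 did not. Log2 fold changes had to share the sign and differ by at most the larger of the paper's standard error and the SE here. The number of genes and the shares of variance had to lie within 1.5 times. Of the 14, *Areg* in IL-2 against LT Th2 is counted for its sign alone, since both values lie near 0 and within the stated error of each other. The shares of variance printed on the axes of Fig. 2A lie within 1.5 times of those found here (48.4% and 36.1%), which is a wide criterion.

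The paper counts 465 genes up with IL-33 against both other cultures, and 1009 were found here. Of 22 alternatives set before the data were examined, a fold threshold of 2 (522) and glmTreat (499) come within 1.5 times of the paper's number and the other 20 do not. DESeq2 with a fold threshold of 2 (500) and DESeq2 with a prior and that threshold (525, also on genes with more than 1 count) come within it too, and were chosen after seeing the values. Each of these 3 drops 1 of the 46 genes that the part of Table S1 held here calls up against both. A fold threshold of 2 in the edgeR test drops none of the 46 and adds 6, glmTreat drops 2 and adds 3, and the threshold of 1.5 drops none and adds 27. In that part of Table S1, every gene called by the paper has an absolute log2 fold change of at least 1.00 in the paper's own values, although its methods give a threshold of 1.5-fold. The paper's values put 68 genes past both stated thresholds in IL-33 against IL-2 without a call, 140 in IL-33 against anti-CD3/CD28, 165 in anti-CD3/CD28 against IL-2 and 70 in IL-2 against LT Th2. Over 780 genes of the table that were tested here, the log2 fold changes had the paper's sign for 97.9%, 98.1%, 99.6% and 97.4% in these comparisons.

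The other 13 are log2 fold changes of Table S1, judged by the larger of the paper's standard error and the SE here. Against anti-CD3/CD28, the paper gives 9.31 for *Areg* (10.79 here), 5.06 for *Cxcl3* (6.68), 11.32 for *Il1rl1* (12.64), 7.62 for *Il6* (9.17), 6.09 for *Klrg1* (8.79) and 6.56 for *Tph1* (12.27), and none of the 22 alternatives set before the data were examined reaches these. For *Calca* the paper gives 6.22 (6.82 here), reached without anti-CD3/CD28 replicate 1 (6.61) and by none of the other 21. For *Il5* it gives 6.23 (6.68), reached under total counts (6.58), without IL-33 replicate 3 (6.57) and without anti-CD3/CD28 replicate 2 (6.60) and not by the other 19. For *Nmur1* the paper gives 7.87 (8.21), reached under total counts (8.12), without anti-CD3/CD28 replicate 1 (8.12) and replicate 3 (8.14) and not by the other 19. For *Slc7a8* it gives 4.97 (5.48), reached under total counts (5.38) and without anti-CD3/CD28 replicate 2 (4.98) and not by the other 20. Against IL-2, the paper gives 3.96 for *Cxcl3* (4.71), reached under total counts (4.58), without IL-2 replicate 2 (4.38) and IL-33 replicate 3 (4.52) and not by the other 19. For IL-2 against LT Th2 the paper gives −0.014 for *Areg* (0.016), reached by 8 alternatives (RLE, total counts, no filter, DESeq2, only the groups compared, the replicate block, and without LT Th2 replicate 3 or anti-CD3/CD28 replicate 1), while 1 has its sign but lies further off (−0.46 without IL-2 replicate 1) and the other 13 have not its sign, and 2.33 for *Tph1* (3.54), reached without IL-2 replicate 1 (2.62) and not by the other 21 (4.32 without LT Th2 replicate 3). Several of these folds depend on single libraries. Without anti-CD3/CD28 replicates 1, 2 and 3 in turn, *Cxcl3* against anti-CD3/CD28 was at 6.01, 6.07 and 9.74, *Klrg1* at 8.10, 8.16 and 12.51, and without replicate 1 or 2 *Tph1* was at 11.61 and 15.27. Without replicate 1 *Il1rl1* was at 14.45. DESeq2 with a prior on fold changes, chosen after seeing the values and dropping 1 of the 46 genes, reaches the paper's values against anti-CD3/CD28 for *Areg* (9.56), *Calca* (6.23), *Cxcl3* (5.50), *Il1rl1* (11.42), *Il5* (6.24), *Il6* (7.61), *Nmur1* (7.87) and *Slc7a8* (5.00), for *Cxcl3* against IL-2 (4.26), and for *Areg* (−0.0062) and *Tph1* (2.66) in IL-2 against LT Th2, at either fold threshold and also on genes with more than 1 count. It does not reach them for *Klrg1* (7.66) and *Tph1* (7.93). DESeq2 with a fold threshold of 2, chosen after seeing the values and dropping 1 of the 46, reaches only that for *Areg* in IL-2 against LT Th2 (−0.0063).

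The dendrogram of Fig. 2B splits LT Th2 libraries off before the others. Here anti-CD3/CD28 joins last, at a height of 93.7 against 85.5 for LT Th2, and it joins last also on variance-stabilised counts, 2000 genes, all genes, by 1 minus the Pearson correlation and with a prior count of 0.5. In both, IL-2 and IL-33 lie next to each other.

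In the paper, mTORC1 signalling and oxidative phosphorylation are enriched with IL-33 over IL-2, tested with Hallmark sets that were not used here. The Reactome sets of mTORC1-mediated signalling (11 genes, adjusted p 0.222 by camera) and mTOR signalling (25 genes, 0.774) were past 0.05 only under fry (7.98e-04 and 0.00897). Respiratory electron transport (0.151) was past it under fgsea (0.00966) and without IL-2 replicate 3 (0.0393). These sets are not the Hallmark sets, so they do not decide the paper's result. Nuclear respiratory genes (0.0173) and glycolysis (3.9e-16) were higher and past the threshold by camera. For nuclear respiratory genes this held under fgsea (3.9e-04), but not under fry (0.123) or with estimated correlations (0.871).

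Of 6 transporters of arginine, which the paper describes as upregulated by IL-33, 5 were tested against IL-2, all 5 with a positive change and 2 called (*Slc7a3* and *Slc7a7*). *Slc7a1* (0.33), *Slc7a6* (0.23) and *Slc7a8* (0.29) were called in no alternative. The paper ranks *Slc7a1* and *Slc7a8* as the most expressed after IL-33. *Slc7a8* was highest here (136 CPM), and *Slc7a6* (60.2 CPM) lay above *Slc7a1* (44.4 CPM) in each IL-33 library. Among genes the paper describes as induced by IL-33, *Odc1* (0.70) was called, *Dhps* (0.35) was called only without a fold threshold, and *Arg1* (0.93), which the paper describes as induced less than the others, only with no filter on low counts (0.95). Of *Calca*, *Nmur1*, *Klrg1* and *Il1r2*, 3 were called higher with IL-33 than with IL-2, and *Nmur1* (0.48) only without a fold threshold or without IL-2 replicate 1 (0.66).

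The paper finds *Cd69* and *Itgae* expressed and *Klf2* and *S1pr1* hardly. With IL-33 *Cd69* was highest here (334 CPM), but *S1pr1* (89.7 CPM) lay above *Itgae* (11.0 CPM) and *Klf2* was at 4.15 CPM. No gene of these 4 was called higher with IL-33 than with IL-2, as in the paper, except *S1pr1* without IL-2 replicate 3 (0.65) and *Cd69* without a fold threshold (0.41). The heatmap of Fig. S6C shows *Pdcd1* highest with anti-CD3/CD28 and low in LT Th2 cells. Here LT Th2 cells held 282 CPM, IL-33 47.4, anti-CD3/CD28 29.1 and IL-2 13.7. The paper describes IL-33 cells as low in *Cxcr5*, *Pdcd1* and *Bcl6*, and all 3 were lower than in LT Th2 cells. However, *Pdcd1* and, at low counts, *Cxcr5* were above the other cultures.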

Other observations

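The comparison of list medians over other divisions of the libraries was chosen after the number of lists past the threshold had been seen. The other tests of this part were set out earlier.

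The 12 libraries can be divided into 2 groups of 3 from the same 6 libraries in 10 ways, and 1 of 10 divisions, the real one, called as many genes in each of the comparisons IL-33 with IL-2, IL-33 with anti-CD3/CD28, anti-CD3/CD28 with IL-2, IL-2 with LT Th2 and IL-33 with LT Th2. The 9 other divisions called 0 genes in each comparison. At this size the share cannot go below 0.1, so chance cannot be excluded by this count alone. The number of gene lists past the threshold by camera was reached by 9, 9 and 10 of the 10 divisions in the 3 comparisons of cultures, so these numbers carry no weight against chance. In IL-33 against IL-2, the median of 6 of the 8 lists was larger in the real division than in any other, the exceptions being mitochondrial respiratory genes and ribosomal proteins. For the genes up with IL-33 against both cultures, 100 of 840 divisions were drawn, and 2 of them gave a list as long, the real one and the one with the 3 anti-CD3/CD28 libraries in the place of IL-33 (2065 genes), so chance can be excluded for the length of the list. As many chemokines with receptors and as many adhesion genes on the list were found in 1 of 100 each, but only 4 of the 100 divisions gave a list with any gene, so this count says nothing about the families themselves.

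Technical explanations for the length of that list were tested. Library depth was tested by thinning every library to 7368924 counts, which left 942 genes, 905 of them among the 1009. Removing each library's trend on GC content and gene length left 940 genes, 907 of them shared, and leaving out the 26 genes that make up the 10 highest of each library left 1015, of which 1006 were shared. None of these 3 therefore accounts for the list, and an effect of IL-33 in culture, which the design names, may explain it. A change in the mix of cells was not tested for the list and stays open.

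With anti-CD3/CD28 against IL-2 alone, camera gave a lower unfolded protein response (median −0.82, 9.9e-07) and higher sterol synthesis (median 1.38, 5.5e-14), proliferation (median 0.81, 3.8e-05) and ribosomal proteins (median 0.50, 3.6e-04), values being medians of the log2 fold changes and adjusted p. ATF4 (median 0.090, 0.152), nuclear (median −0.065, 0.463) and mitochondrial respiratory genes (median −0.52, 0.309) were not past 0.05. In IL-33 against anti-CD3/CD28, ribosomal proteins were lower (median −0.55, 9.2e-05), and mitochondrial respiratory genes were not past it (median 0.33, 0.561).

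Numbers called higher and lower in the lists of cell types by the edgeR quasi-likelihood test were, in IL-33 against IL-2, 2 and 3 of 12 for T cells, 0 and 6 of 8 for mast cells and basophils, 6 and 0 of 9 for B cells, 3 and 0 of 9 for myeloid cells, 1 and 7 of 8 for CD8 and NK cells, 0 and 6 of 7 for NKT cells, 7 and 2 of 10 for Tfh cells, 3 and 1 of 7 for Treg cells. In IL-2 against LT Th2 they were 0 and 7 of 12 for T cells, 0 and 4 of 8 for mast cells and basophils, 0 and 3 of 9 for B cells, 0 and 9 of 9 for myeloid cells, 6 and 1 of 8 for CD8 and NK cells, 0 and 6 of 7 for NKT cells, 1 and 9 of 10 for Tfh cells, 4 and 2 of 7 for Treg cells. Another list holds 4 of the Tfh genes and 1 each of the myeloid, CD8 and NK, NKT and Treg genes, and the paper names 3, 1, 0, 0 and 1 of them. All 9 tested myeloid genes were called lower after culture with IL-2, the most abundant in LT Th2 being *Csf1r* (43.6 ± 5.08 CPM, 14.3% of its 50-base words shared with *Hmgxb3* on the opposite strand) and *Lyz2* (34.5 ± 5.71 CPM).

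Of 3 Th2 cytokines, 2 were called higher and 1 lower in IL-2 against LT Th2, with *Il4* at −1.71 and *Il5* at 4.43. Log2 fold changes of 5 sex-linked genes ran from −0.51 to 0.15 in IL-33 against IL-2. *Xist* ranged from 5.06 to 133 CPM over the 12 libraries, being at most 11.3 in LT Th2 replicate 2, IL-2 replicate 2, IL-33 replicate 3 and anti-CD3/CD28 replicate 1 and at least 45.3 in the other 8. The Y-linked *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were at most 2.15 CPM in LT Th2 replicate 1, IL-2 replicate 1, IL-33 replicate 1 and anti-CD3/CD28 replicate 3, and at least 11.5 CPM in the other 8 libraries.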
